# rBC2LCN lectin as a potential probe of early‐stage HER2‐positive breast carcinoma

**DOI:** 10.1002/2211-5463.12852

**Published:** 2020-05-05

**Authors:** Shuuji Mawaribuchi, Yoshikazu Haramoto, Hiroaki Tateno, Yasuko Onuma, Yasuhiko Aiki, Yuzuru Ito

**Keywords:** breast carcinoma, epithelial‐to‐mesenchymal transition, HER2, lectin, rBC2LCN

## Abstract

The recombinant N‐terminal domain of BC2L‐C lectin (rBC2LCN) is useful for detecting not only human pluripotent stem cells but also some cancers. However, the cancer types and stages that can be detected by rBC2LCN remain unclear. In this study, we identified the human breast carcinoma subtypes and stages that can be detected by rBC2LCN. Compared with rBC2LCN‐negative breast carcinoma cell lines, the rBC2LCN‐positive cells expressed higher levels of human epidermal growth factor receptor 2 (*HER2*) and epithelial marker genes. Importantly, rBC2LCN histochemical staining of human breast carcinoma tissues demonstrated the utility of rBC2LCN in detecting breast carcinoma types that express HER2 and have not spread much in the early phase of growth. We conclude that rBC2LCN may have potential as a detection probe and a drug delivery vehicle to identify and treat early‐stage HER2‐positive breast carcinoma.

**Abbreviations**
AR: androgen receptor
B3GalT5: beta‐1,3‐galactosyltransferase 5
ER: estrogen receptor
FUT1: fucosyltransferase 1
GO: gene ontology
HER2: human epidermal growth factor receptor 2
PR: progesterone receptor
rBC2LCN: recombinant N‐terminal domain of BC2L‐C lectin from *Burkholderia cenocepacia*
TNM: tumor node metastasis

Globally, breast cancer is one of the most common cancers in women that can be treated with lumpectomy, mastectomy, radiation therapy, chemotherapy, and so on [1, 2, 3]. Defining the characteristics of breast cancer is important for classifying its subtypes, understanding the disease prognosis, and determining a suitable therapy. Estrogen receptor (ER), progesterone receptor (PR), human epidermal growth factor receptor 2 (HER2), and Ki67 are the known prognostic and predictive markers for breast cancer [1, 2, 3]. According to immunohistochemical and gene expression studies on ER, PR, HER2, and Ki67, human breast cancers are classified into the following subtypes: luminal A‐like (ER+/PR+/HER2−/low Ki67), luminal B/HER2‐negative‐like (ER+/PR+−/HER2−/high Ki67), luminal B/ HER2‐positive‐like (ER+/PR+−/HER2+), HER2‐positive (ER−/PR−/HER2+), and triple‐negative (ER−/PR−/HER2−) [1, 2, 3]. This subtype classification is essential for determining a suitable therapy for patients with breast cancer. The hormone therapies that target the ER include tamoxifen and aromatase inhibitors, which have been used to treat ER‐positive breast cancer [3]. In addition, anti‐HER2 therapies such as the monoclonal antibody drugs trastuzumab and pertuzumab and the receptor tyrosine kinase inhibitor lapatinib have been employed for the treatment of HER2‐positive breast cancer [3].

Lectins are carbohydrate‐binding proteins that are found in animals, plants, viruses, bacteria, and fungi [4, 5, 6]. Lectins are anticipated to be utilized for the diagnosis and therapy of cancer, as well as for drug delivery to cancerous cells [5, 6, 7]. The recombinant N‐terminal domain of the BC2L‐C lectin (rBC2LCN) from *Burkholderia cenocepacia* binds specifically to Fucα1‐2Galβ1‐3GlcNAc (GalNAc)‐containing glycans, such as H type 1 (Fucα1‐2Galβ1‐3GlcNAc), H type 3 (Fucα1‐2Galβ1‐3GalNAc), Lewis b (Fucα1‐2Galβ1‐3(Fucα1‐4)GlcNAc), and Globo H (Fucα1‐2Galβ1‐3GalNAcβ1‐3Galα1‐4Galβ1‐4Glc) [8, 9]. We have previously reported that rBC2LCN can discriminate the undifferentiated status of human pluripotent stem cells [9, 10]. In addition, rBC2LCN lectin has been shown to detect some human cancers, including breast, pancreatic, and prostate cancers [7, 11, 12]. Our most recent data suggested that rBC2LCN was useful for detecting a cancer stem‐like subpopulation of human prostate carcinoma PC‐3 cells [12].

Fucosyltransferase 1 (FUT1) was suggested to play important roles in the growth regulation, adhesion, migration, and cancer stem cell properties of human breast carcinoma cells *in vitro* [13]. The glycans detected by rBC2LCN are synthesized by beta‐1,3‐galactosyltransferase 5 (B3GalT5) and FUT1/2 [9]. Therefore, rBC2LCN may be useful for the detection and targeted therapy of breast cancer. In this study, we examined the human breast cancer subtypes and stages that can be detected by rBC2LCN using human breast carcinoma cell lines and tissues.

## Materials and methods

### Cell culture

Breast carcinoma cell lines MCF‐7 (HTB‐22), T‐47D (HTB‐133), MDA‐MB‐157 (HTB‐24), and MDA‐MB‐231 (HTB‐26) were obtained from ATCC (Manassas, VA, USA) and were maintained according to the providers’ instructions. The culture media and conditions of the cell lines used in this study are shown in Table S1.

### Flow cytometry

The rBC2LCN lectin was prepared, as previously described [9]. rBC2LCN and BSA (A7638‐10G; Sigma, St. Louis, MO, USA) were labeled using the HiLyte Fluor 647 Labeling Kit‐NH2 (LK15; Dojindo, Kumamoto, Japan), as described in a previous paper [10]. Flow cytometry was performed using HiLyte Fluor 647‐conjugated rBC2LCN or HiLyte Fluor 647‐conjugated BSA, as previously described [12]. The flow cytometry data were acquired on FACSAria (BD Biosciences, Franklin Lakes, NJ, USA) and SH800Z (Sony, Tokyo, Japan) devices and were analyzed using FlowJo v10 software (BD Biosciences).

### DNA microarray analysis

DNA microarray analysis was performed, as previously described [10, 12]. Raw microarray data were submitted to the Gene Expression Omnibus at the National Center for Biotechnology Information (accession number http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139670). The data were analyzed using GeneSpring GX14.9 software (Agilent, Santa Clara, CA, USA) after applying two normalization procedures, including (a) setting of < 1 signal intensities to 1 and (b) normalization of each chip to the 75th percentile of all measurements from that chip. The baseline transformation of these data was not performed. Volcano plot, heat map, and clustering analyses were performed using GeneSpring GX14.9 software (Agilent). Gene ontology (GO) enrichment analysis was carried out using the PANTHER overrepresentation test (http://geneontology.org).

### Human breast carcinoma tissue microarray

Human breast carcinoma tissue microarray was purchased from Cybrdi (CC08‐10‐001; Cybrdi, Gaithersburg, MD, USA). Each tissue core was 1.0 mm in diameter and 5.0 µm in thickness. The tumor node metastasis (TNM) classification, cancer grade, and androgen receptor (AR)/ER/PR/HER2 expression data related to the microarray were provided by the manufacturer.

### Ethics approval

The use of the microarray was approved by the Committee for the Ethics on the Experiments with Human Derivative Samples of National Institute of Advanced Industrial Science and Technology.

### rBC2LCN lectin histochemical staining

The rBC2LCN and BSA were labeled using a horseradish peroxidase labeling kit (LK11; Dojindo), as described previously [14]. Lectin histochemical staining was performed using human breast carcinoma tissue microarray. The carcinoma sections were dewaxed and hydrated in 10 mm citric acid (pH 6.0), followed by autoclaving at 120 °C for 10 min. The antigen‐activated sections were immersed in 0.3% hydrogen peroxide in methanol at room temperature for 10 min to block endogenous peroxidase activity. Thereafter, these sections were rinsed, microwaved in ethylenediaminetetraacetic acid buffer (1 mm, pH 8.0) for 10 min, equilibrated in PBS, blocked with 1% BSA at room temperature for 10 min, and incubated in 10 μg·mL^−1^ of HRP‐conjugated rBC2LCN at room temperature for 1 h. Subsequently, the sections were rinsed in PBS and distilled water and were stained with Histofine DAB substrate kit (425011; Nichirei Corporation, Tokyo, Japan). A negative control was processed in a similar way using HRP‐conjugated BSA.

Images were taken with a BIOREVO BZ‐9000 fluorescence microscope (Keyence, Osaka, Japan). The image obtained was converted to an 8‐bit type image with 256 gray levels, and then, the level of the histogram peak of the cancer region was taken as a signal value from 0 to 255 to quantify rBC2LCN signal intensity using imagej v1.5.0 software (Rasband, W.S.; NIH, Bethesda, MD, USA, http://imagej.nih.gov/ij/). rBC2LCN signal intensity was obtained by subtracting the value of the negative control from that of the rBC2LCN.

### Statistical analysis

One‐way analysis of variance (ANOVA), Fisher’s LSD, and Tukey’s HSD tests were performed using kaleidagraph v4.5.2 software (Synergy Software, Eden Prairie, MN, USA).

## Results

### rBC2LCN‐positive and rBC2LCN‐negative breast carcinoma cell lines

To investigate the difference in the rBC2LCN lectin reactivity among the human breast carcinoma cell lines, we performed flow cytometric analyses of MCF‐7, T‐47D, MDA‐MB‐157, and MDA‐MB‐231 cells using rBC2LCN labeled with HiLyte Fluor 647 (Fig. 1). The rBC2LCN bound specifically to the MCF‐7 and T‐47D cells but not to the MDA‐MB‐157 and MDA‐MB‐231 cells. Based on the results, MCF‐7 and T‐47D were classified as rBC2LCN‐positive breast carcinoma cell lines, whereas MDA‐MB‐157 and MDA‐MB‐231 were classified as rBC2LCN‐negative cell lines.

**Fig. 1:**
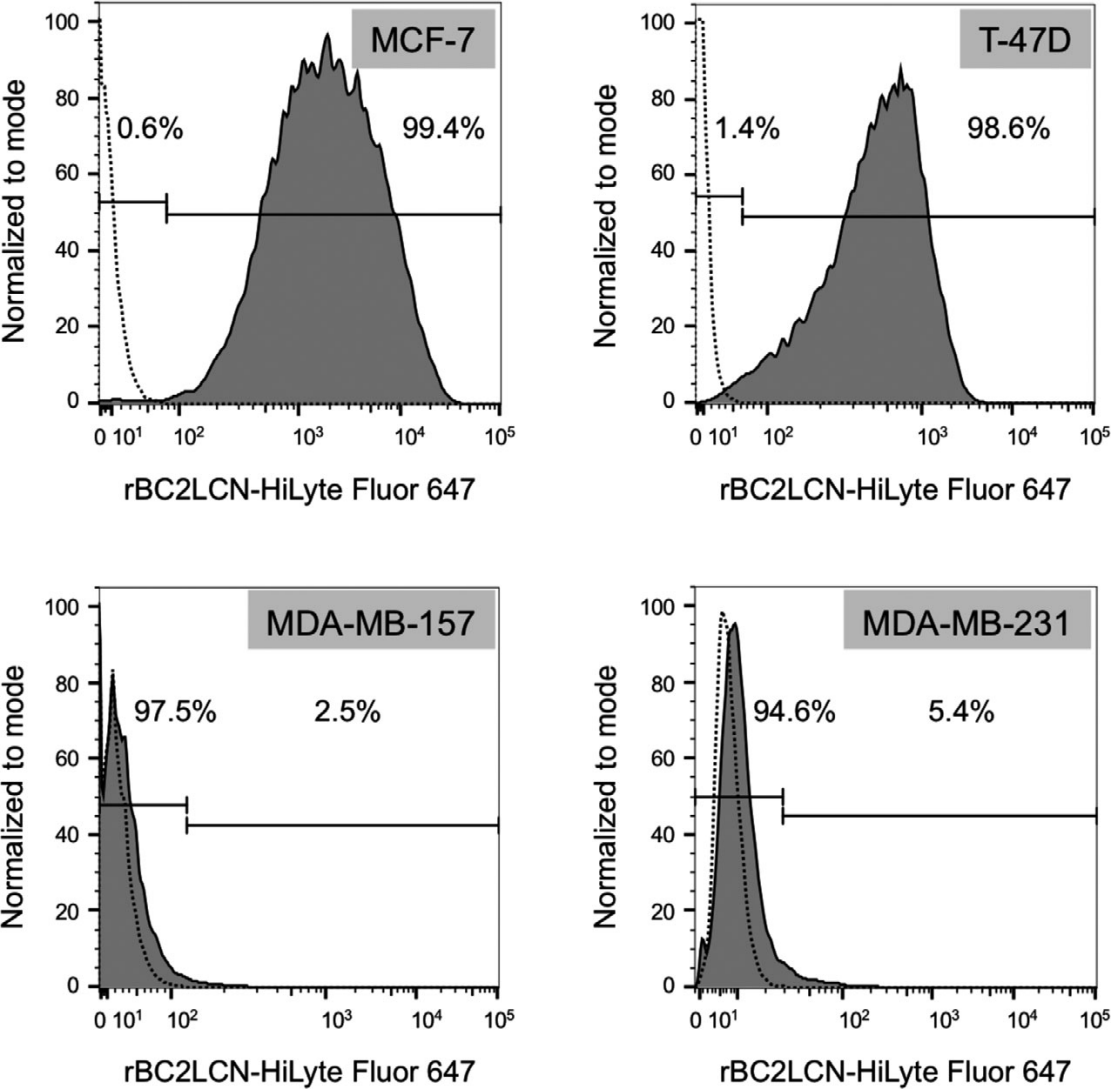
Flow cytometric analysis of human breast carcinoma cell lines using rBC2LCN. Histograms of MCF‐7, T‐47D, MDA‐MB‐157, and MDA‐MB‐231 cells incubated with 0.1 µg·mL^−1^ HiLyte Fluor 647‐conjugated rBC2LCN (solid line) or HiLyte Fluor 647‐conjugated BSA (dotted line, negative control). The ratios above and below the right side of the fluorescence intensity of the negative control were calculated as rBC2LCN‐positive and rBC2LCN‐negative proportions, respectively. Data are representative of three independent experiments.

### The rBC2LCN‐positive breast carcinoma cell lines showed higher expression levels of epithelial marker genes

We previously reported that the proportion of rBC2LCN‐positive cells of the human prostate carcinoma cell line PC‐3 decreased with increasing cell passages [12]. To compare the comprehensive expression profiles between the rBC2LCN‐positive and the rBC2LCN‐negative breast carcinoma cell lines, we performed DNA microarray analysis using the rBC2LCN‐positive (MCF‐7, *n* = 2 and T‐47D, *n* = 2) and the rBC2LCN‐negative (MDA‐MB‐157, *n* = 2 and MDA‐MB‐231, *n* = 2) cell lines under the same conditions illustrated in Fig. 1 (Table S2). 

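RNA of 4 breast carcinoma cell lines was measured on 8 one-colour Agilent arrays, 2 arrays per line. MCF-7 and T-47D, luminal lines that grow as epithelial cells, were the rBC2LCN-positive lines. MDA-MB-157 and MDA-MB-231, lines of mesenchymal appearance, were the rBC2LCN-negative lines. Each array held 62976 spots, and the 58717 spots that were not controls read 42405 probes. The 75th percentile of the processed signal, in the scanner's intensity units, was 1251 to 1275 for MCF-7, 1093 to 1176 for T-47D, 1118 to 1450 for MDA-MB-157 and 1313 to 1543 for MDA-MB-231. The scanner software called 68.4% to 68.6% of the probes well above background for MCF-7, 68.3% for both T-47D arrays, 71.5% to 74.1% for MDA-MB-157 and 54.7% to 58.5% for MDA-MB-231. The arrays lay on 3 slides, with MCF-7 alone on the first, T-47D and MDA-MB-157 together on the second and MDA-MB-231 alone on the third. The SD of the negative control spots was 5.54 to 5.99 on the slide of MDA-MB-231 and 2.54 to 2.96 on the other two slides. The median absolute log2 difference between the 2 arrays of a line was 0.12 for MCF-7, 0.10 for T-47D, 0.21 for MDA-MB-157 and 0.25 for MDA-MB-231. The authors' files hold the intensities of every spot and a table of log2 values made in GeneSpring, with signals under 1 set to 1 and each array set to its 75th percentile. The same 2 steps were applied here to the intensities, spots of the same probe were averaged, and levels are given as log2 signal minus the 75th percentile of the array. The rBC2LCN-positive and rBC2LCN-negative lines were compared with limma over 4 arrays against 4, at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2. A gene that was not well above background on any array of the dimmer group is given as at least N-fold higher or lower. This bound is taken against the lowest signal that was well above background on each of those arrays, or against the gene's own signal there where that was higher. The 2 arrays of a line shared the line and the passage, and the paper's text does not state that they came from separate cultures. Passage numbers were higher in MCF-7 and T-47D than in MDA-MB-157 and MDA-MB-231, on the shared slide too. An effect of passage thus cannot be told apart from the difference between the groups. The p-values over 8 arrays count the 2 arrays of a line as independent, so they are too small where lines of a group differ. Fits on line means (2 lines against 2) and with the cell line as a random block were run beside them. In simulated arrays nested in lines, with 200 of 42381 probes changed, 94.0% of the calls over 8 arrays were false. With the random block 78.5% were false, and line means made no false call and found no changed probe. These shares depend on the 200 probes set as changed, so they do not estimate the share of false calls in the real data. The second slide alone holds both groups, so a fit with the slide as a fixed block takes its estimate from T-47D against MDA-MB-157 there. The number of lines, 2 per group, limits the precision of every comparison between the groups, and the 2 arrays per line that of every line.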

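The expression profiles of MCF-7 and T-47D lay closest together among the 4 breast carcinoma cell lines. Their root mean square log2 difference over 42381 probes was 1.43, and that between MDA-MB-157 and MDA-MB-231 was 1.72. The differences between an rBC2LCN-positive and an rBC2LCN-negative line ran from 1.80 for T-47D and MDA-MB-231 to 1.90 for MCF-7 and MDA-MB-157. The 2 arrays of a line differed by 0.52 for MCF-7, 0.54 for T-47D, 0.55 for MDA-MB-157 and 0.68 for MDA-MB-231. On line means with a Euclidean distance and Ward's linkage, MCF-7 joined T-47D at a height of 294, MDA-MB-157 joined MDA-MB-231 at 355, and the 2 pairs joined at 429. The mean distance between the groups was 1.17 times that within the groups. With 4 lines and no test of the tree, this is a description of the distances.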

Clustering analysis of all the genes spotted on the array clearly showed that the breast carcinoma cell lines were divided into rBC2LCN‐positive and rBC2LCN‐negative cell lines (Fig. S1). The volcano plot analysis detected 2467 and 2857 genes that were significantly more than two times upregulated and downregulated, respectively, in the rBC2LCN‐positive cell lines, compared with those in the rBC2LCN‐negative cell lines (Fig. 2A and Tables S3–S4). 

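Among the few genes that passed both over the arrays and on line means (2 lines against 2), the 10 with the largest increase in the rBC2LCN-positive lines included luminal and epithelial genes, and none of the 10 was well above background on any array of MDA-MB-157 or MDA-MB-231. GATA3-AS1, an antisense RNA at the gene of the luminal transcription factor GATA3, was at least 1194-fold higher in the rBC2LCN-positive lines. PRR15L was at least 406-fold higher, LAD1, which encodes the anchoring filament protein ladinin, at least 390-fold, KDF1, a regulator of keratinocyte differentiation, at least 288-fold, and TMEM30B, a subunit of lipid flippases, at least 205-fold. CDH1, RAB25, FOXA1, ESR1 and GRHL2 completed these 10 genes, whose adjusted p from limma ran from 5.5e-07 to 1.2e-05. Among the genes lower in the rBC2LCN-positive lines that passed in the same 2 fits, GSTP1, a glutathione transferase, had a log2 difference of -10.54 (SE 0.29, adjusted p = 8.1e-07, n = 4 arrays against 4, limma) and was well above background on all 8 arrays. GPX1, a glutathione peroxidase, had a log2 difference of -10.92 (SE 0.46, adjusted p = 9.2e-06) and was well above background on 2 of the 4 rBC2LCN-positive arrays. NNMT, a nicotinamide methyltransferase, was at least 851-fold lower (adjusted p = 6.1e-07), and PTX3, a secreted pattern recognition protein, was at least 634-fold lower (adjusted p = 2.4e-06). The kinase AKT3 was at least 201-fold lower, ADGRF5 at least 145-fold, AGPS at least 148-fold, SDHAF3 at least 137-fold and the thrombin receptor F2R at least 87.7-fold, and VIM completed the 10 genes.
Of 42405 probes, 2431 were higher and 2828 were lower in the rBC2LCN-positive lines, against 3718 and 4825 at an unadjusted p under 0.05 with the same fold change. The probes that carried a gene symbol stood for 1672 genes higher and 1730 genes lower, and 2 of these genes had probes in both directions. The 4 arrays of each group did not overlap for 2425 of the higher and 2812 of the lower probes. Over all probes this held for 25.9%. Chance gives 2.86% for 8 independent arrays but 33.3% for 2 lines against 2 when the arrays of a line are alike, so non-overlap is no evidence of a difference between the groups. Of the lower probes, 1204 were not well above background on any rBC2LCN-positive array, and 285 of these on no array at all, while 413 of the higher probes were not well above background on any rBC2LCN-negative array. Pairs of single lines differed by 9483 probes (MCF-7 and T-47D) to 18236 (MCF-7 and MDA-MB-231), with 17379 between the 2 rBC2LCN-negative lines. These counts are not comparable with that of the groups, since pairs of lines were tested against the spread between arrays of a line and the groups against a spread that includes the lines. Every pair with MDA-MB-231 gave more probes than any pair without it. Over the 7531 probes well above background on no array, MDA-MB-231 lay a median log2 of 1.18 above MDA-MB-157, so its floor may add to these counts. Among probes well above background on all 8 arrays, with fewer tested, pairs differed by 4826 (MCF-7 and T-47D) to 6889 (MCF-7 and MDA-MB-231). The 2 rBC2LCN-negative lines then differed by 6210. On line means 11 probes were higher and 16 lower, the genes named above among them at an adjusted p of 0.0490. With the authors' value table and line means together limma called 0 higher and 0 lower (1575 and 2237 at an unadjusted p under 0.05), so these calls were lost. A random block for the cell line left 508 higher and 649 lower. With the slide as a fixed block 5518 were higher and 7484 lower, which is the difference of T-47D from MDA-MB-157 on their shared slide.

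**Figure D1:**
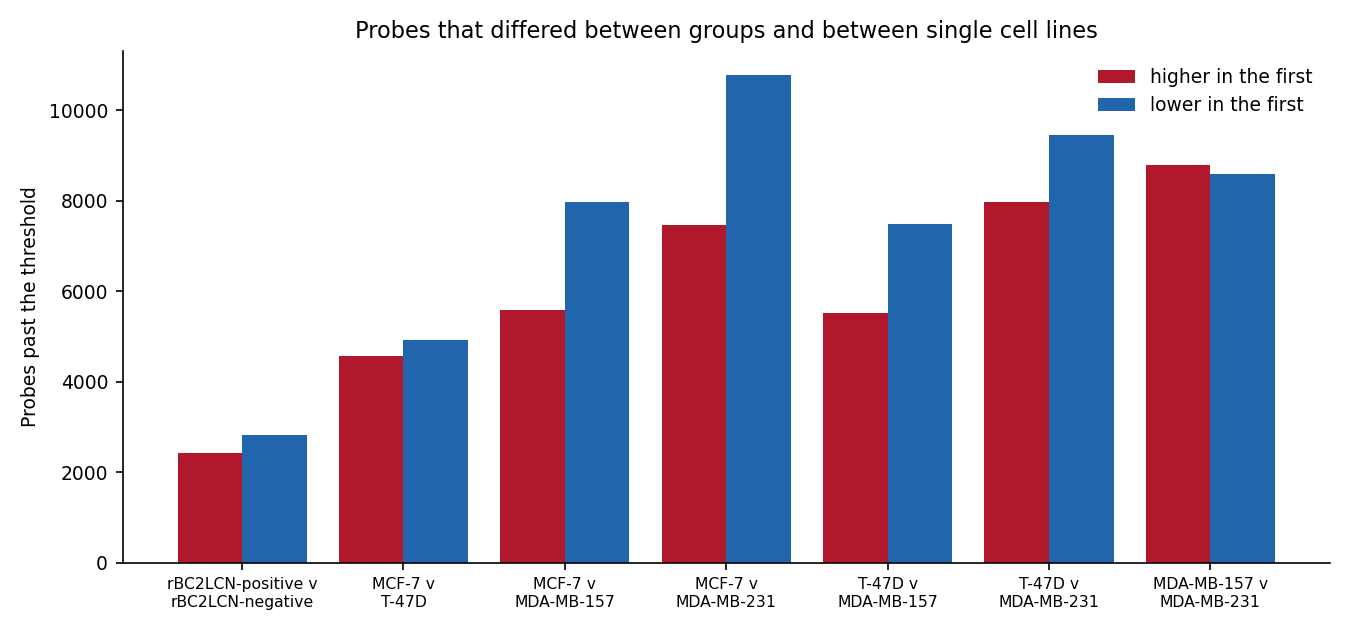
Number of probes past the threshold (adjusted p of at most 0.05, fold change of at least 2) for the rBC2LCN-positive against the rBC2LCN-negative lines and for each pair of cell lines. Bars give the probes higher and lower in the first-named group or line. Among the pairs of lines the count is smallest for MCF-7 and T-47D, and the pairs and the groups were tested against different spreads. Every pair with MDA-MB-231, whose slide had fewer probes well above background, has a larger count than any other pair.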

Glycosyltransferases, such as B3GalT5 and FUT1/2, were found to specifically synthesize glycans that were bound by rBC2LCN [9]. 

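FUT1, the fucosyltransferase that adds fucose in an alpha1,2 linkage to make the H antigen, was higher in both rBC2LCN-positive lines than in both rBC2LCN-negative lines. Its level was 1.56 ± 0.06 in MCF-7 and 0.40 ± 0.09 in T-47D, against -3.60 ± 0.13 in MDA-MB-157 and -1.65 ± 0.06 in MDA-MB-231 (log2 signal minus the 75th percentile, SD, n = 2 arrays per line). The difference between the groups was 3.60 on the log2 scale (SE 0.59, adjusted p = 0.0059, n = 4 arrays against 4, limma). The lines within each group differed as well, MCF-7 from T-47D by 1.15 and MDA-MB-231 from MDA-MB-157 by 1.94. The probe A_23_P107963 lies on chromosome 19 of hg19 from 49251268 to 49251325, in FUT1, and was well above background on all 8 arrays. On their shared slide T-47D exceeded MDA-MB-157 by 4.00 (adjusted p = 3.3e-04, and 3.4e-06 from limma with the slide as a fixed block). FUT1 did not pass on line means (adjusted p = 0.286) or without the arrays of MCF-7 (3.03, adjusted p = 0.0524), and the adjusted p of its alternatives ran from 1.4e-06 to 0.328. The low end came from limma with the slide as a random block, where the fitted 3.97 lay near the difference of T-47D from MDA-MB-157.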

*FUT1* showed a significantly higher expression by 12.2 times in the rBC2LCN‐positive cell lines than that in rBC2LCN‐negative cells (Fig. 2B and Table S5). However, we did not observe any significant differences in the *B3GalT5* and *FUT2* gene expressions between the rBC2LCN‐positive and the rBC2LCN‐negative cell lines (Fig. 2B and Table S5). 

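FUT2, the second alpha1,2-fucosyltransferase, was well above background only in T-47D, at a level of -2.49 ± 0.12 (SD, n = 2). It was not well above background on any array of MCF-7, MDA-MB-157 or MDA-MB-231. The difference between the groups did not pass the test (adjusted p = 0.350, limma), and no fold is given, since FUT2 lacked signal over background in 1 line of the brighter group. No probe could be paired with B3GALT5, the galactosyltransferase that makes type 1 chain glycans and SSEA-3, so no value is given for it. Of the 3 genes, 2 were measured, and FUT1 was the only gene of these that rose (1 when adjusted over the list alone). The difference of T-47D from MDA-MB-157 in FUT2 passed on their shared slide (adjusted p = 3.7e-04) and with the slide as a fixed block (adjusted p = 8.7e-06). Without the arrays of MCF-7, T-47D against both rBC2LCN-negative lines passed as well (adjusted p = 0.0030). Over its alternatives the adjusted p of FUT2 ran from 8.7e-06 to 0.855.

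**Figure D2:**
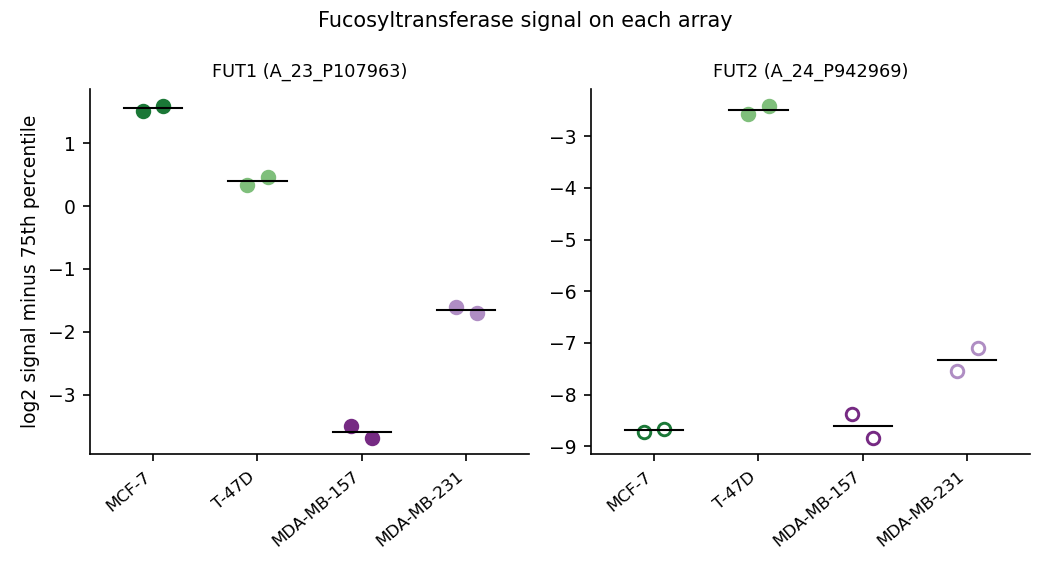
Level of FUT1 and FUT2 on each array (log2 signal minus the 75th percentile of the array) by cell line, with a black line at the mean of the 2 arrays. Filled points mark lines well above background on both arrays and open points lines on neither, and FUT2 has filled points in T-47D only.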

Significantly higher expressions of *AR*, *ER1*, *HER2*, and *PR* were observed in the rBC2LCN‐positive cell lines than in the rBC2LCN‐negative cell lines (Fig. 2C and Table S6).

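AR, the androgen receptor, was 8.04 higher on the log2 scale in the rBC2LCN-positive lines (SE 0.37, adjusted p = 1.2e-05, n = 4 arrays against 4, limma) and was well above background on a single rBC2LCN-negative array. PGR, the progesterone receptor, was higher by 6.80 (SE 1.09, adjusted p = 0.0054), with T-47D at 2.63 ± 0.02 and MCF-7 at -1.33 ± 0.07 (SD, n = 2), and was also well above background on a single rBC2LCN-negative array. ERBB2, which encodes HER2, was higher by 1.51 (SE 0.25, adjusted p = 0.0068) and was well above background on all 8 arrays, with 1.71 in MCF-7, 2.43 in T-47D, 0.66 in MDA-MB-157 and 0.46 in MDA-MB-231. ESR1, which encodes estrogen receptor alpha, was higher by 2.58 (SE 0.27, adjusted p = 7.5e-04) for the probe A_24_P383478. It was at least 108-fold higher (adjusted p = 4.1e-06) for A_23_P309739 and at least 45.1-fold higher (adjusted p = 1.7e-04) for A_33_P3379356. The other PGR probe, A_32_P49199, was higher by 7.05 (SE 1.09, adjusted p = 0.0047). ESR2, which encodes estrogen receptor beta, was well above background in T-47D only and did not pass (adjusted p = 0.850). The 3 probes of the proliferation marker MKI67 had differences of -0.12, 0.59 and 0.21, and none passed (adjusted p = 0.872, 0.233 and 0.689). Of the 6 genes, 4 rose, none fell and 2 did not pass (4 higher when adjusted over the list alone), and the study chose these genes, so the count is not independent evidence. The probes lie in hg19 on chromosome X from 66944033 to 66944092 for AR, on chromosome 17 from 37884829 to 37884888 for ERBB2, on chromosome 11 from 100912709 to 100912768 for PGR and on chromosome 6 from 152423908 to 152423967 for the ESR1 probe A_23_P309739. With each array's signals raised to its lowest signal well above background, the increase was 6.90 for AR and 5.92 and 5.95 for the PGR probes, and with normexp background correction 5.41 for AR and 4.80 and 4.69 for the PGR probes.
On their shared slide T-47D exceeded MDA-MB-157 by 7.19 for AR (adjusted p = 2.5e-04), 8.00 for PGR (7.0e-04), 2.61 for ESR1 A_24_P383478 (0.0028) and 1.77 for ERBB2 (9.8e-04). None of the 4 receptors passed on line means with these probes (limma adjusted p = 0.0581 for AR, 0.215 for PGR, 0.237 for ESR1 A_24_P383478 and 0.555 for ERBB2), and ESR1 A_24_P383478 (0.0808) and ERBB2 (0.0850) did not pass with the cell line as a random block. The ESR1 probes A_23_P309739 and A_33_P3379356 passed with the random block (4.4e-04 and 0.028), and A_23_P309739 passed on line means (0.0490) but not with the authors' value table and line means together (0.0640). Over their alternatives the adjusted p ran from 1.7e-07 to 0.0640 for AR, 2.2e-06 to 0.234 for PGR, 1.3e-05 to 0.241 for ESR1 A_24_P383478 and 7.7e-06 to 0.555 for ERBB2. The low ends came from limma with the slide as a random block. Its fitted value for AR, 7.26, lay near the 7.19 of T-47D against MDA-MB-157, so the low ends are no evidence for the 4 lines together.

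**Figure D3:**
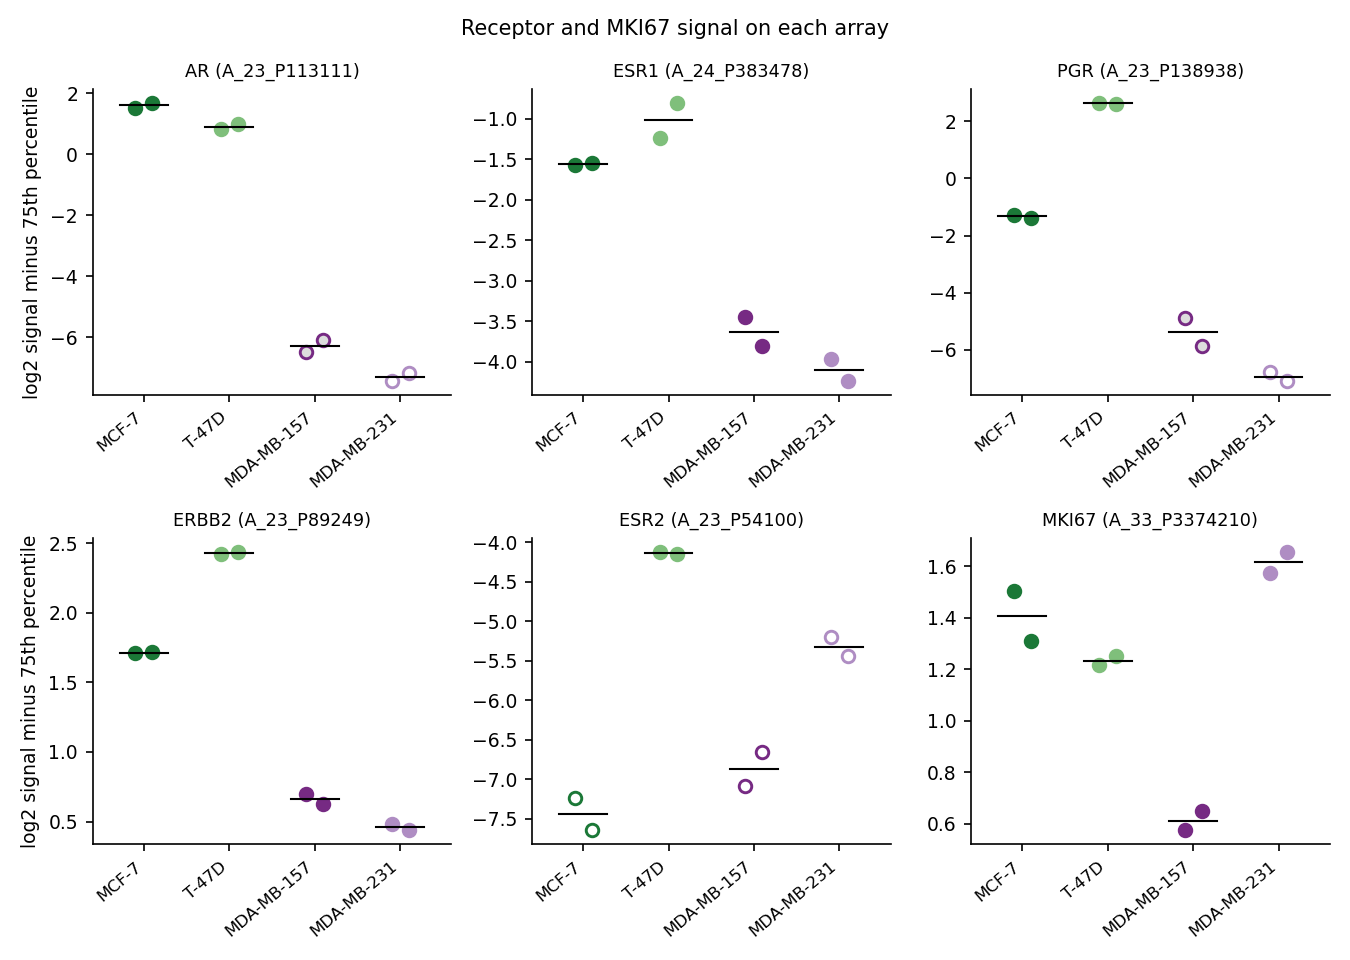
Level of AR, ESR1, PGR, ERBB2, ESR2 and MKI67 on each array (log2 signal minus the 75th percentile of the array, a single probe per gene) by cell line, with a black line at the mean of the 2 arrays. Filled points mark lines well above background on both arrays, grey points lines on 1 of 2 and open points lines on neither, and ERBB2 and MKI67 have filled points in all 4 lines.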

**Fig. 2:**
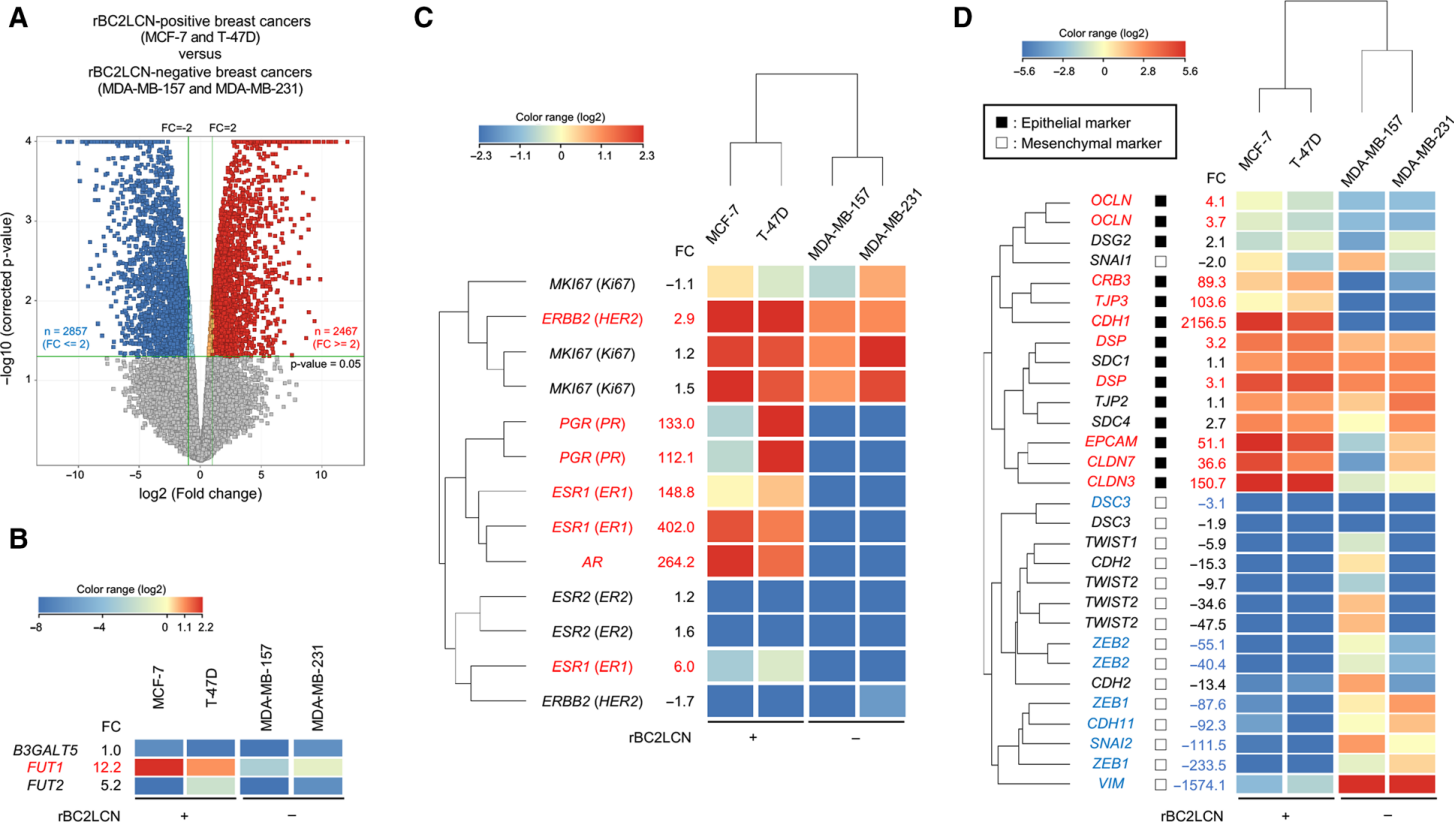
DNA microarray analysis of the rBC2LCN‐positive and rBC2LCN‐negative human breast carcinoma cell lines. (A) Volcano plot analysis of the rBC2LCN‐positive and rBC2LCN‐negative breast carcinoma cell lines. DNA microarray analysis is performed using rBC2LCN‐positive cell lines (MCF‐7, *n* = 2 and T‐47D, *n* = 2) and rBC2LCN‐negative cell lines (MDA‐MB‐157, *n* = 2 and MDA‐MB‐231, *n* = 2). The genes that show significant changes in the average expression levels between the rBC2LCN‐positive and the rBC2LCN‐negative cell lines are indicated by color plots (significance analysis: moderated *t*‐test; *P* value computation: asymptotic; multiple testing correction: Benjamini–Hochberg; corrected *P* value ≤ 0.05). The red and blue plots indicate 2.0‐fold higher and lower expression levels, respectively, in the rBC2LCN‐positive cell lines than in the rBC2LCN‐negative cell lines. Detailed data are shown in Tables S3 and S4. (B) Heat map showing rBC2LCN‐related glycosyltransferase genes. Fold changes (FC) between the rBC2LCN‐positive and the rBC2LCN‐negative cell lines are indicated. A red‐colored number indicates a significantly higher expression difference in the rBC2LCN‐positive cell lines than in the rBC2LCN‐negative cell lines. Detailed data are shown in Table S5. (C) Heat map showing the genes related to the breast cancer type. FC between the rBC2LCN‐positive and the rBC2LCN‐negative cell lines are indicated. Red‐colored numbers indicate significantly higher expression differences in the rBC2LCN‐positive cell lines than in the rBC2LCN‐negative cell lines. Clustering analysis is performed using a Euclidean distance measure and Ward’s linkage. Detailed data are shown in Table S6. (D) Heat map showing the epithelial and mesenchymal marker genes. FC between the rBC2LCN‐positive and the rBC2LCN‐negative cell lines are indicated. Red‐ and blue‐colored numbers indicate significantly higher and lower expression differences, respectively, in the rBC2LCN‐positive cell lines than in the rBC2LCN‐negative cell lines. Clustering analysis is performed using a Euclidean distance measure and Ward’s linkage. Detailed data are shown in Table S10.

Gene ontology enrichment analyses of 2467 upregulated and 2857 downregulated genes in the rBC2LCN‐positive cell lines were performed (Tables S7 and S8). Two epithelial‐to‐mesenchymal transition‐related GO terms (regulation of epithelial‐to‐mesenchymal transition, GO:0010717; positive regulation of epithelial‐to‐mesenchymal transition, GO:0010718) were significantly detected in the downregulated genes (Tables S8 and S9). 

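Genes that promote the epithelial-to-mesenchymal transition were mostly lower in the rBC2LCN-positive lines where they differed. Of 44 measured genes of a list fixed before the data were examined, 16 fell, 3 rose and 25 did not pass the test (20 lower and 3 higher when adjusted over the list alone). LOXL2, a lysyl oxidase of the extracellular matrix, had a log2 difference of -8.34 (SE 1.21, adjusted p = 0.0035, n = 4 arrays against 4, limma) and was well above background on 2 of the 4 rBC2LCN-positive arrays. The receptor tyrosine kinase AXL had a difference of -6.29 (SE 0.75, adjusted p = 0.0014) and was well above background on all arrays. The transcription factors SNAI2 and ZEB1, which repress E-cadherin, were among the 4 largest decreases. The 3 genes that rose were OLFM1 by 5.56 (SE 1.45, adjusted p = 0.040, and 4.82 with signals raised to the lowest one well above background), BAMBI, a pseudoreceptor that dampens TGFβ signals, by 2.81 (SE 0.30, adjusted p = 7.5e-04) and EFNA1, an ephrin ligand, by 2.60 (SE 0.34, adjusted p = 0.0022). SERPINB3, among the 16 that fell, was not well above background on any array. The lower share was 36.4% of the list against 7.62% of 19765 genes (one-sided Fisher's exact test, adjusted p = 7.7e-07 over 48 tests), and the shift of the list passed in limma's camera with an estimated correlation (adjusted p = 0.0099). The paper's gene ontology result on these arrays was known when the list was fixed, so its share is not independent evidence. Of the list, 5 genes belong to the mesenchymal markers of the paper. On the slide shared by T-47D and MDA-MB-157, AXL differed by -4.57. With the slide as a fixed block 25 genes were lower and with the cell line as a random block 10, and on line means limma called 0 (17 at an unadjusted p under 0.05). The calls of OLFM1 and SERPINB3 were lost with the random block, with quantile scaling and with single arrays left out.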

The epithelial‐to‐mesenchymal transition was associated with increased aggressiveness and the invasive and metastatic potential in carcinomas [15]. Next, we focused on the typical epithelial and mesenchymal marker genes. The rBC2LCN‐positive cell lines showed high expressions of the epithelial marker genes *CDH1*, *CLDN3*, *CLDN7*, *CRB3*, *DSP*, *EPCAM*, *OCLN*, and *TJP3*, whereas the rBC2LCN‐negative cell lines showed high expressions of the mesenchymal marker genes *CDH11*, *DSC3*, *SNAI2*, *VIM*, *ZEB1*, and *ZEB2* (Fig. 2D and Table S10). In addition, five GO terms, which were related to the transforming growth factor β pathway, were detected in the biological processes of the downregulated genes (Tables S8 and S9). 

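CDH1, which encodes E-cadherin, was at least 985-fold higher in the rBC2LCN-positive lines (adjusted p = 2.0e-06, limma) and was not well above background on any rBC2LCN-negative array. The tight junction protein CLDN3 was higher by 7.23 on the log2 scale (SE 0.23, adjusted p = 2.1e-06, n = 4 arrays against 4, limma), the polarity protein CRB3 by 6.48 (SE 0.52, adjusted p = 1.9e-04) and the adhesion molecule EPCAM by 5.67 (SE 0.92, adjusted p = 0.0056). CRB3 was well above background on a single rBC2LCN-negative array. The intermediate filament protein VIM was lower, with a log2 difference of -10.62 (SE 0.39, adjusted p = 4.0e-06), and stayed well above background in MCF-7 and T-47D. CDH11, a cadherin of mesenchymal cells, had a difference of -6.53 (SE 1.01, adjusted p = 0.0047) and was not well above background in T-47D. With each array's signals raised to its lowest signal well above background the difference of CDH11 was -5.53.
Of the 12 epithelial markers of the paper, 8 rose, none fell and 4 did not pass (8 higher when adjusted over the list alone). TJP3 was at least 53.9-fold higher (adjusted p = 4.0e-04), CLDN7 was higher by 5.19 (SE 1.40, adjusted p = 0.0445), OCLN by 2.02 (SE 0.30, adjusted p = 0.0039) and the desmosomal protein DSP by 1.62 (SE 0.18, adjusted p = 9.9e-04), while the second probes of OCLN and DSP gave 1.89 and 1.69. CLDN7 and EPCAM also differed between the rBC2LCN-negative lines and were higher in MDA-MB-231 than in MDA-MB-157 by 5.29 and 3.30. DSG2, SDC1, TJP2 and SDC4 did not pass, with differences of 1.08, 0.07, 0.09 and 1.42 for their brightest probes and -0.20 for the other TJP2 probe. Of the 9 mesenchymal markers with a probe, 6 fell, none rose and 3 did not pass (6 lower when adjusted over the list alone), and TWIST2 had no probe that could be paired with it. SNAI2 had a difference of -6.81 (SE 0.72, adjusted p = 7.5e-04) and ZEB1 of -6.46 (SE 0.54, adjusted p = 2.5e-04), with 1 and 2 of the rBC2LCN-positive arrays well above background. The second ZEB1 probe was at least 64.9-fold lower, and the ZEB2 probes were at least 14.8-fold (adjusted p = 0.0025) and at least 16.3-fold lower (adjusted p = 0.0037). The desmosomal cadherin DSC3 passed the test for the probe A_33_P3266898 (adjusted p = 0.0086) and not for A_24_P344416 (adjusted p = 0.0515), and was not well above background on any array. SNAI1, CDH2 and TWIST1 did not pass, with differences of -1.02, -3.75 and -1.72 for their brightest probes. Within the rBC2LCN-negative lines, TWIST1 was well above background in MDA-MB-157 only, at 1.73 ± 0.13 (SD, n = 2), and CDH2 was at 1.67 in MDA-MB-157 and well above background on 1 of the 2 MDA-MB-231 arrays. The probes lie in hg19 on chromosome 16 from 68869214 to 68869273 for CDH1, on chromosome 7 from 73183327 to 73183386 for CLDN3 and on chromosome 17 from 7163822 to 7163986 for CLDN7.
The study chose both marker lists, so these counts are not independent evidence. In limma's camera the shift passed for the epithelial list with an estimated correlation (adjusted p = 0.0402) and was lost for the mesenchymal list (adjusted p = 0.0827 with an estimated correlation, 1.9e-05 with a preset correlation). On their shared slide T-47D differed from MDA-MB-157 by 7.35 for CLDN3, 6.58 for EPCAM, 6.97 for CLDN7 and -10.60 for VIM. In this comparison of 2 single lines 11 of the 12 epithelial markers were higher and all 9 mesenchymal markers lower. DSG2 (3.01), SDC4 (2.49), TJP2 (1.01), SNAI1 (-3.99), CDH2 (-6.77) and TWIST1 (-7.63) passed there and not between the groups. With the cell line as a random block 5 epithelial and 5 mesenchymal markers passed, and CLDN7 (adjusted p = 0.128), OCLN, TJP3 and DSC3 were lost. CLDN7 was also lost with quantile and median scaling and in the 6 fits without a single array of MCF-7, T-47D or MDA-MB-157 (19.4-fold to 44.7-fold higher), and it passed at up to 67.3-fold without an array of MDA-MB-231. Its adjusted p ran from 7.2e-07 to 0.526. On line means CDH1 and VIM alone passed (adjusted p = 0.0490), and with the authors' value table and line means together limma called 0 epithelial and 0 mesenchymal markers (8 and 6 at an unadjusted p under 0.05). For DSC3, normexp background correction turned the sign of the difference, which then did not pass.

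**Figure D4:**
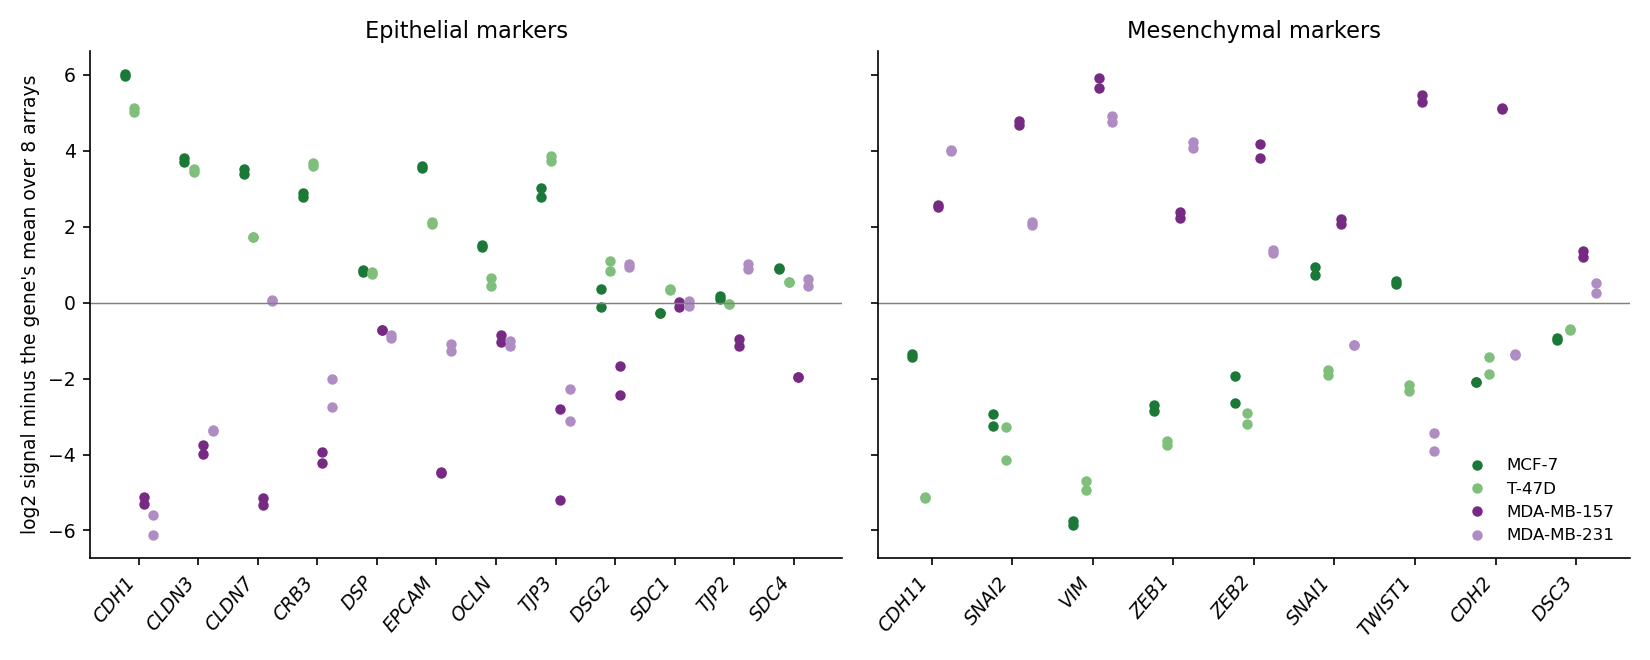
Level of 12 epithelial and 9 mesenchymal marker genes on each array, as log2 signal minus the mean of the gene over the 8 arrays, with a point per array coloured by cell line. For TWIST1 and CDH2 the 2 points of MDA-MB-157 stand above those of the other lines.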

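Genes of the transforming growth factor β pathway were lower in the rBC2LCN-positive lines more often than higher. Of 42 measured genes of a list fixed in the same way, 10 fell, 4 rose and 28 did not pass (15 lower and 6 higher when adjusted over the list alone). FST, which encodes the activin antagonist follistatin, had a log2 difference of -6.45 (SE 0.96, adjusted p = 0.0038, n = 4 arrays against 4, limma). The TGFβ-induced genes TGFBI and CCN2 had differences of -6.02 (SE 1.25, adjusted p = 0.016) and -5.86 (SE 1.29, adjusted p = 0.020). The adaptor protein DAB2 had a difference of -5.21 (SE 0.41, adjusted p = 1.9e-04). FST and CCN2 were well above background on 2 of the 4 rBC2LCN-positive arrays, and FST differed by -5.67 with signals raised to the lowest one well above background. Of the genes that rose, the integrin subunit ITGB6, which activates latent TGFβ, passed (adjusted p = 0.038) and was well above background on 2 of the 4 rBC2LCN-positive arrays and on no other, LEMD3, which binds and restrains receptor SMADs, was higher by 1.14 (SE 0.19, adjusted p = 0.0070) and SKIL, a repressor of SMAD transcription, by 1.06 (SE 0.25, adjusted p = 0.026), and BAMBI was the fourth. The lower share of the list was 23.8% (one-sided Fisher's exact test, adjusted p = 0.0043), and the shift of the whole list did not pass in camera (adjusted p = 0.128 with an estimated correlation, 0.0016 with a preset correlation). Of its genes, 12 also belong to the list of the epithelial-to-mesenchymal transition. On the slide shared by T-47D and MDA-MB-157 the differences were -9.47 for TGFBI and -2.46 for CCN2. With the slide as a fixed block 28 genes were lower, without MDA-MB-231 18 and with the cell line as a random block 4, and on line means limma called 0 (11 at an unadjusted p under 0.05). TGFBI, CCN2, ITGB6, LEMD3 and SKIL were lost with the random block, CCN2, ITGB6 and SKIL also with single arrays left out, and ITGB6 and SKIL on the shared slide.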

Notably, TGFβ induces the progression of cancer through the epithelial‐to‐mesenchymal transition [16]. These results indicated that rBC2LCN can distinguish between breast carcinoma cell lines that expressed epithelial markers and those that expressed mesenchymal markers.

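Epithelial and luminal genes outside the paper's marker genes were also higher in MCF-7 and T-47D. Of 30 other epithelial genes, 23 rose, none fell, at an unadjusted p under 0.05 either, and 7 did not pass (28 higher when adjusted over the list alone). RAB25, a GTPase of apical recycling, was at least 349-fold higher (adjusted p = 1.2e-05, limma), the serine protease PRSS8 was higher by 8.67 on the log2 scale (SE 0.45, adjusted p = 2.7e-05), and the epithelial transcription factors GRHL2 and OVOL1 were at least 81.3-fold (adjusted p = 6.1e-07) and at least 80.3-fold higher (adjusted p = 3.7e-04). Of 25 luminal genes, 17 rose, none fell and 8 did not pass (20 higher when adjusted over the list alone). FOXA1, which opens chromatin for hormone receptors, was at least 396-fold higher, GATA3 was higher by 9.80 (SE 1.53, adjusted p = 0.0048), TFF3, a secreted trefoil peptide, by 8.83 (SE 1.36, adjusted p = 0.0046) and AGR2, a disulfide isomerase, by 8.64 (SE 2.03, adjusted p = 0.027). GATA3 and AGR2 were well above background on 2 and TFF3 on 3 of the 4 rBC2LCN-negative arrays. With signals raised to the lowest one well above background GATA3 was higher by 8.91.
Other mesenchymal genes were lower in the rBC2LCN-positive lines, with 26 of 39 that fell, none that rose and 13 that did not pass (30 lower when adjusted over the list alone). MSN, which encodes the membrane linker moesin, was at least 818-fold lower (adjusted p = 2.1e-05), the growth factor receptor PDGFRB was at least 95.6-fold lower (adjusted p = 0.029), and the actin-binding protein CALD1 had a difference of -7.16 (SE 1.85, adjusted p = 0.038). Basal genes were mixed: of 20, 4 fell, 1 rose and 15 did not pass (8 lower and 2 higher when adjusted over the list alone). The caveolae proteins CAV1 and CAV2 had differences of -8.52 (SE 1.15, adjusted p = 0.0025) and -6.28 (SE 0.99, adjusted p = 0.0051), S100A2 of -4.70 (SE 0.31, adjusted p = 8.0e-05) and the laminin chain LAMB3 of -4.22 (SE 0.78, adjusted p = 0.010). CDH3, which encodes P-cadherin, was the single basal gene that rose, by 4.94 (SE 0.82, adjusted p = 0.0063). CALD1, CAV1 and CAV2 were well above background on 2 of the 4 rBC2LCN-positive arrays.
The shift passed in camera with an estimated correlation for the epithelial (adjusted p = 0.0077), luminal (0.0086) and mesenchymal genes (0.0047), and not for the basal genes (0.217). The lists were drawn up with the paper's result on these arrays known, so their counts and shifts are not independent evidence. Between the epithelial and luminal lists 2 genes were shared. With the cell line as a random block 18 epithelial, 12 luminal, 10 mesenchymal and 4 basal genes passed, and on line means 2 epithelial genes and 1 luminal gene did, which were lost with the authors' value table and line means together. AGR2, CDH3, PDGFRB and CALD1 were lost with the random block, and all of these but CDH3 also with single arrays left out. At an unadjusted p under 0.05 on line means limma gave 23 epithelial and 17 luminal genes higher and 26 mesenchymal and 4 basal genes lower. From the marker genes together with its gene ontology terms, among them terms of the TGFβ pathway, the paper holds that rBC2LCN can separate lines with epithelial markers from lines with mesenchymal markers.

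**Figure D5:**
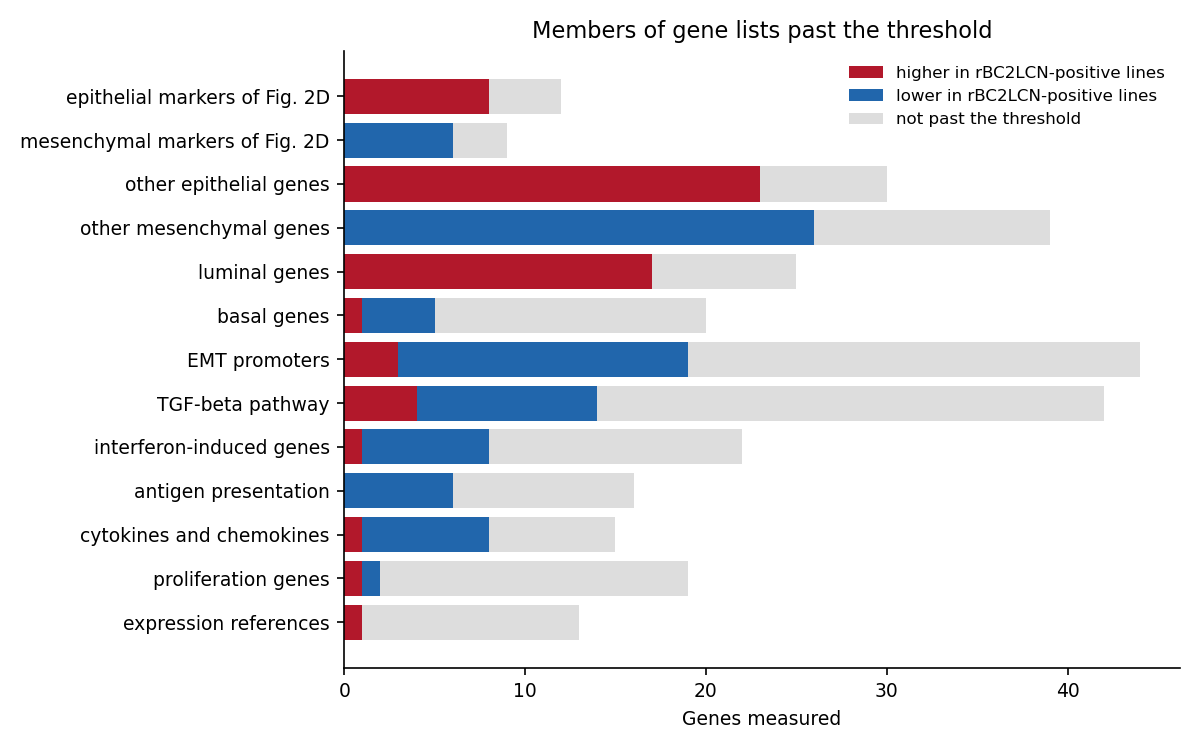
Number of genes measured in each of 13 gene lists, split by bar colour into genes higher, genes lower and genes not past the threshold in the rBC2LCN-positive lines. The other epithelial and luminal lists hold no lower gene and the other mesenchymal list no higher gene.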

### rBC2LCN lectin detected early‐stage HER2‐positive breast carcinoma

To investigate the human breast cancer subtypes and stages that were detected by the rBC2LCN lectin, we performed histochemical staining using human breast carcinoma tissue microarray (Figs 3 and S2). Then, we quantified the rBC2LCN signal intensities on the human breast carcinoma tissue microarray using imagej software (Table S11). The TNM classification (T1–T4, N0–N3, and M0–M1), cancer grade (Grades I–III), and AR/PR/ER/HER2 expression level data that were related to the microarray were provided by the manufacturer (Table S11). The rBC2LCN signal intensities of the invasive ductal carcinoma tissue sections were classified by the data mentioned above (Fig. S3 and Table S11).

**Fig. 3:**
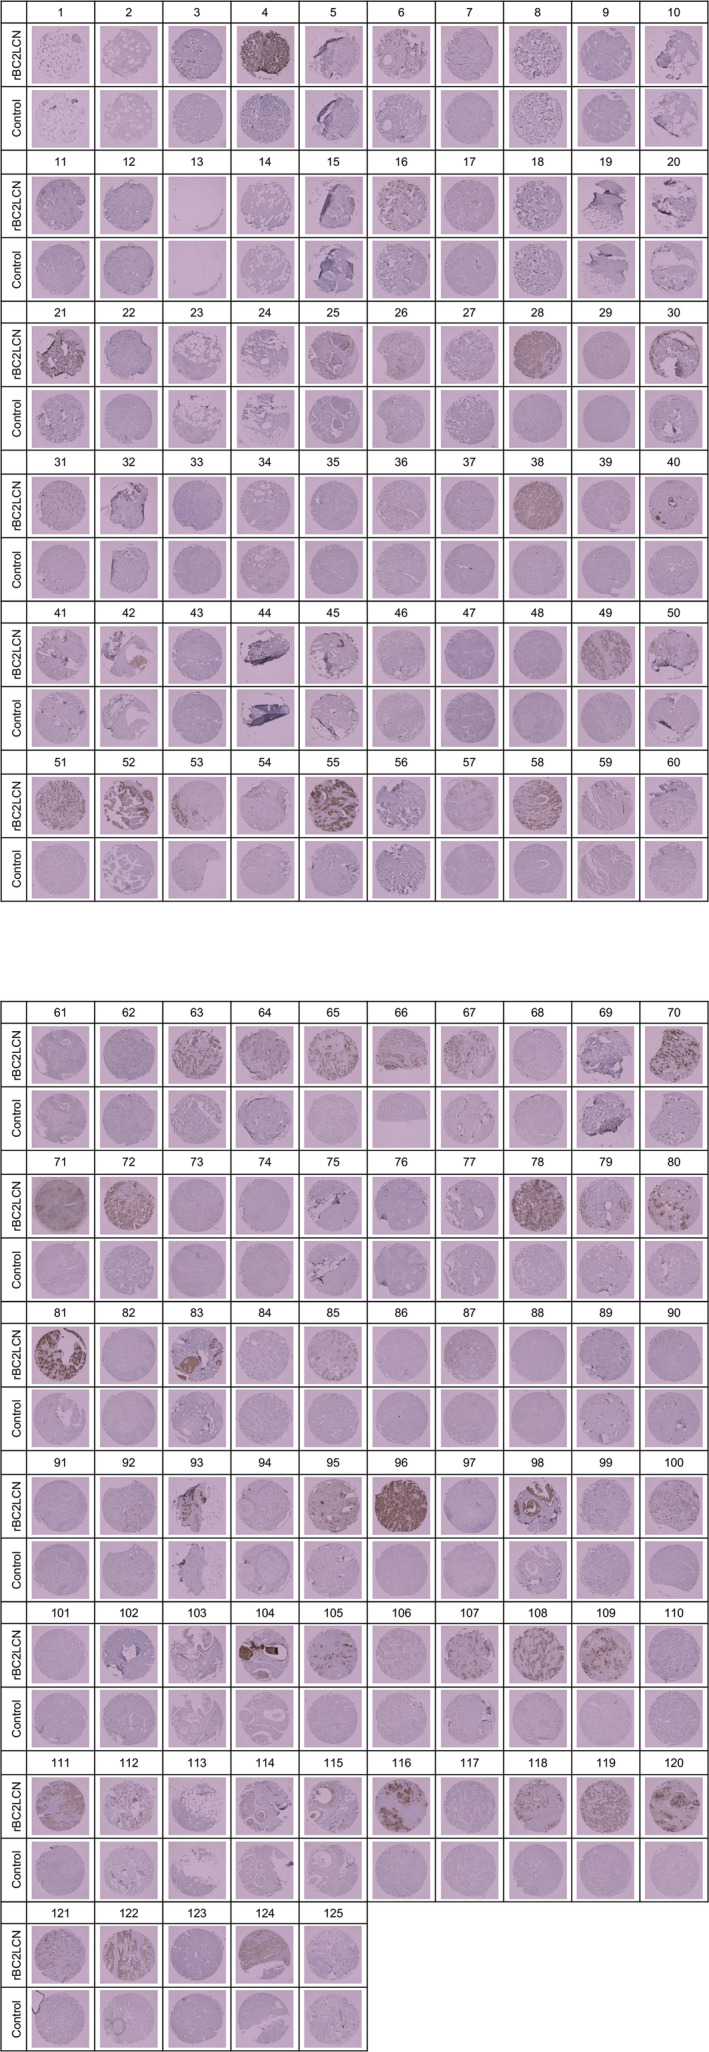
Histochemical staining with rBC2LCN lectin using a human breast carcinoma tissue microarray. The data on rBC2LCN signal intensity; TNM classification (T parameter: T1–T4; N parameter: N0–N3; M parameter: M0–M1); cancer grade (Grades I–III); and AR/PR/ER/HER2 expression levels that are related to the microarray are shown in Table S11.

The rBC2LCN signal intensities were significantly stronger in the tissues classified as T1–T2, N0–N1, Grades I–II, or HER2 + than in those classified as normal/hyperplasia and T3–T4, N2–N3, Grades II–III, or HER2− (Fig. S3A,B,D,H). However, there was no difference in the rBC2LCN signal intensities among the tissues that were classified by the M parameter and the AR, PR, and ER expressions (Fig. S3C,E,F,G). Next, the rBC2LCN signal intensities were classified according to the combinations of the T parameter and HER2 expression, N parameter and HER2 expression, or cancer grade and HER2 expression (Fig. 4). Interestingly, significantly higher intensities were seen in the categories of T1–T2/HER2+ and N0–N1/HER2+ (Fig. 4A,B). In addition, the rBC2LCN signal intensity was significantly higher for Grades I–II/HER2 + than for the others, except for one case of Grades II–III/HER2+ (Fig. 4C). Early‐stage cancer is defined as one that has not spread much in the early phase of growth. These results suggested that rBC2LCN lectin can specifically detect early‐stage HER2‐positive breast carcinoma (Fig. 4D).

**Fig. 4:**
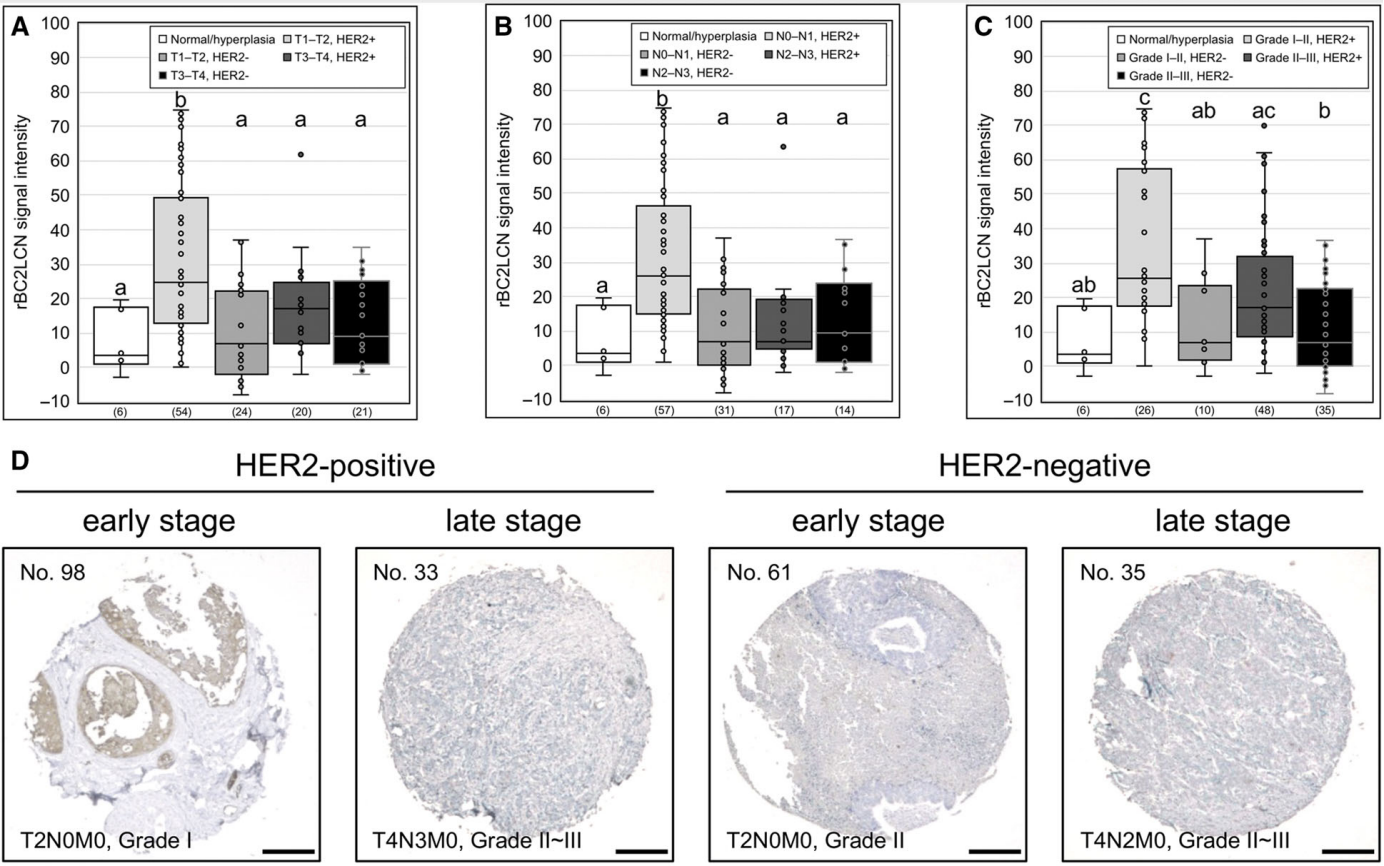
The rBC2LCN signal intensity and various parameters of human breast carcinoma. The rBC2LCN signal intensities of invasive ductal carcinoma tissues are quantified using imagej software and are classified by (A) T parameter and HER2 expression, (B) N parameter and HER2 expression, and (C) cancer grade and HER2 expression. T parameter, T1–4, represented the size or direct extent of the primary tumor (T1: smaller; T4: larger). The N parameter, N0–3, represented the degree of spread to regional lymph nodes (N0: no metastasis; N3: tumor spread to more distant or numerous regional lymph nodes). Cancer grade, Grades I–III, was assessed based on the cell appearance on pathology examination (I: well‐differentiated and slow‐growing; III: poorly differentiated and fast‐growing). Grades I–II represents Grade I and Grades I–II; Grades II–III represents Grade II, Grades II–III, and Grade III. One‐way ANOVA (*P* ≤ 0.05), followed by Tukey’s HSD test, was performed. Significant differences in the Tukey’s HSD test (*P* ≤ 0.05) are indicated by different letters (a, b, and c). The numbers analyzed are shown in parentheses. (D) Representative histochemical staining pictures of rBC2LCN. The scale bar indicates 200 μm.

## Discussion

The molecular characterization of the breast carcinoma cell lines, such as the luminal epithelial‐like and the mesenchymal/basal‐like cells, has led to the identification of novel markers for cancer diagnosis and targeted therapy [17]. Previously, we reported that as the cell passage increased, there was a decrease in the proportion of rBC2LCN‐positive cells in the human prostate carcinoma cell line PC‐3 with high expression levels of epithelial marker genes [12]. Generally, the gene expression profile is known to change according to the cell culture condition, as well as the cell culture passage. Therefore, in this study, flow cytometric and DNA microarray analyses were performed using breast carcinoma cells that were cultured under the same condition. The rBC2LCN‐positive cell lines, MCF‐7 and T‐47D, were found to highly express the epithelial marker genes, whereas the rBC2LCN‐negative cells, MDA‐MB‐157 and MDA‐MB‐231, were found to highly express the mesenchymal marker genes. Consistently, our results were in accordance with the transcriptomic results of the study by Charafe‐Jauffret *et al*. [17] on breast carcinoma cell lines. These findings indicated that rBC2LCN can aid in detecting carcinoma cells that have high expressions of epithelial marker genes.

Carbohydrate structures have been suggested to be associated with poor prognosis and reduced overall survival in breast cancer [18]. Globo H is one of the GalNAc‐containing glycans bound by the rBC2LCN; it was first identified in MCF‐7 cells and was found to play crucial roles in cancer stem cell properties and tumor progression in breast cancer [8, 9, 19, 20, 21]. Globo H expression is higher in MCF‐7 and T‐47D cells than in MDA‐MB‐231 [13, 19]. B3GALT5 and FUT1/FUT2 have been known to be involved in the biosynthesis of Globo H in breast carcinoma cell lines [19, 20]. In this study, we revealed that the rBC2LCN‐positive cell lines exhibited higher *FUT1* expression compared with that in the rBC2LCN‐negative cell lines, indicating that rBC2LCN can detect breast carcinoma cells with high *FUT1* expression. In fact, MDA‐MB‐157 and MDA‐MB‐231 cells are known to be more aggressive compared with MCF‐7 and T‐47D cells [22]; this implied that the rBC2LCN‐positive cells were not necessarily more aggressive compared with rBC2LCN‐negative cells. On the other hand, using MCF‐7, T‐47D, and MDA‐MB‐231 cells, Lai *et al*. [13] described that *FUT1* overexpression increased Globo H expression and the invasive/metastatic properties of cells *in vitro* and *in vivo*, whereas *FUT1* knockdown showed the opposite effects. Likewise, our previous study indicated that compared with the rBC2LCN‐negative subpopulation of PC‐3 cells, the rBC2LCN‐positive subpopulation of PC‐3 cells with high *FUT1* expression showed increased cell motility, anchorage‐independent growth, and drug resistance *in vitro* [12]. From these findings, we hypothesized that rBC2LCN has the potential to detect breast carcinoma cells that acquire aggressiveness secondary to high *FUT1* expression in breast carcinoma tissue. Overall, rBC2LCN reactivity may be correlated with the aggressiveness of some types of breast carcinoma cells, but this concept cannot be applied to all of the heterogeneous breast carcinoma cells.

The rBC2LCN histochemical staining of human breast carcinoma tissue microarray indicated that rBC2LCN could detect some HER2‐positive breast carcinoma tissues. Indeed, the expression levels of Globo H and HER2 in breast cancer tissues have been known to have no significant correlation [20]. Based on its ability to bind specifically to carcinoma cells with relatively high expressions of epithelial marker genes, rBC2LCN may be able to detect early‐stage cancer that is in the early phase of growth and has not spread extensively. For the above‐mentioned reasons, rBC2LCN lectin can specifically detect early‐stage HER2‐positive breast carcinoma tissues.

Lectins have been identified to be potentially useful for cancer diagnosis, therapy, and drug delivery [5, 6, 7]. The rBC2LCN‐toxin fusion protein has been shown to have significant antitumor effects both *in vitro* and *in vivo,* indicating the applicability of rBC2LCN as a drug delivery carrier [7]. Although the glycoproteins recognized by rBC2LCN in early‐stage HER2‐positive breast carcinoma cells remain unknown, these may be novel drug target candidates for breast carcinoma. Moreover, compared with antibodies, lectin is less costly because it is easy to produce in large amounts using *Escherichia coli* [23, 24]. Therefore, rBC2LCN may be used as a detection probe and a drug delivery carrier for early‐stage HER2‐positive breast carcinoma.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

SM, YH, and YI designed the study. SM, HT, YO, and YA performed the biological experiments. SM analyzed the data. SM performed the bioinformatics analysis. SM, YH, and HT wrote the paper.

## Supporting information

**Fig. S1.** Clustering analysis of DNA microarray data of the rBC2LCN‐positive and ‐negative human breast carcinoma cell lines. DNA microarray analysis was performed using rBC2LCN‐positive cells (MCF‐7, *n* = 2 and T‐47D, *n* = 2) and rBC2LCN‐negative cells (MDA‐MB‐157, *n* = 2 and MDA‐MB‐231, *n* = 2). The gene expression data of each averaged value were used for the clustering analysis based on a Euclidean distance measure and Ward’s linkage.
**Fig. S2.** Representative images of histochemical staining with rBC2LCN lectin using human breast carcinoma. Histochemical staining with rBC2LCN lectin was performed using a human breast carcinoma tissue microarray. (A–C), normal/hyperplasia tissue. Hyperplasia of the breast tissue is a benign breast condition. (A, B) Most areas are not stained. (C) The ductal epithelial cell cytoplasm and cell membrane and the luminal surface are weakly stained. (D–H), invasive ductal carcinoma. Strong (D) and weak (E) signals are seen in the cytoplasm and cell membrane. (F, G) Most areas are not stained. (H) rBC2LCN‐positive and ‐negative cells are observed in the same section. (C′, D′, E′, and H′) show enlarged figures of (C, D, E, and H), respectively. The long and short scale bars indicate 200 and 20 μm, respectively.
**Fig. S3.** rBC2LCN signal intensity of human breast carcinoma. Histochemical staining with rBC2LCN lectin was performed using human breast carcinoma tissue microarray with TNM classification, cancer grade, and AR/ER/PR/HER2 expression data. The rBC2LCN signal intensities of invasive ductal carcinoma are classified by the (A) T parameter, (B) N parameter, (C) M parameter, (D) cancer grade, (E) AR expression, (F) PR expression, (G) ER expression, and (H) HER2 expression. The rBC2LCN signal intensity was quantified using imagej software. The T parameter, T1–4, represented the size or direct extent of the primary tumor (T1, smaller; T4, larger). The N parameter, N0–3, represented the degree of spread to regional lymph nodes (N0, no metastasis; N3, tumor spread to more distant or numerous regional lymph nodes). The M parameter, M0–1, represented the presence of distant metastasis (M0, no metastasis; M1, metastasis to distant organs). The cancer grade, Grades I–III, was assessed based on the cell appearance on pathology examination (I, well‐differentiated and slow‐growing; III, poorly differentiated and fast‐growing). Grades I–II represents Grade I and Grades I–II; Grades II–III represents Grade II, Grades II–III, and Grade III. One‐way ANOVA (*P* ≤ 0.05), followed by Fisher’s LSD test, was performed. Significant differences in the Fisher’s LSD test are indicated by asterisks. The numbers analyzed are shown in parentheses. ^*^ *P* ≤ 0.05, ^**^ *P* ≤ 0.01, ^***^ *P* ≤ 0.001

**Table S1.** Cell culture.
**Table S2.** List of DNA microarray data.
**Table S3.** Comprehensive expression analysis and comparison between rBC2LCN‐positive and rBC2LCN‐negative cell lines (*P* ≤ 0.05, FC ≥ 2).
**Table S4.** Comprehensive expression analysis and comparison between rBC2LCN‐positive and rBC2LCN‐negative cell lines (*P* ≤ 0.05, FC ≤ 2).
**Table S5.** Expression of rBC2LCN‐related genes.
**Table S6.** Expression of breast cancer type‐related genes.
**Table S7.** GO enrichment analysis of upregulated genes in rBC2LCN‐positive breast carcinoma cell lines.
**Table S8.** GO enrichment analysis of downregulated genes in rBC2LCN‐positive breast carcinoma cell lines.
**Table S9.** Cancer‐related GO terms detected in the GO enrichment analysis.
**Table S10.** Expressions of epithelial and mesenchymal marker genes.
**Table S11.** Information on human breast carcinoma tissue microarray.

## References

[1] Cho N (2016) Molecular subtypes and imaging phenotypes of breast cancer. Ultrasonography 35, 281–288.2759989210.14366/usg.16030PMC5040136

[2] Shah D and Osipo C (2016) Cancer stem cells and HER2 positive breast cancer: the story so far. Genes Dis 3, 114–123.3012381910.1016/j.gendis.2016.02.002PMC6095671

[3] Fragomeni SM , Sciallis A and Jeruss JS (2018) Molecular subtypes and local‐regional control of breast cancer. Surg Oncol Clin N Am 27, 95–120.2913256810.1016/j.soc.2017.08.005PMC5715810

[4] Goldstein IJ , Hughes RC , Monsigny M , Osawa T and Sharon N (1980) What should be called a lectin? Nature 285, 66.

[5] Yau T , Dan X , Ng CC and Ng TB (2015) Lectins with potential for anti‐cancer therapy. Molecules 20, 3791–3810.2573038810.3390/molecules20033791PMC6272365

[6] Coulibaly FS and Youan BBC (2017) Current status of lectin‐based cancer diagnosis and therapy. AIMS Mol Sci 4, 1–27.

[7] Shimomura O , Oda T , Tateno H , Ozawa Y , Kimura S , Sakashita S , Noguchi M , Hirabayashi J , Asashima M and Ohkohchi N (2018) A novel therapeutic strategy for pancreatic cancer: targeting cell surface glycan using rBC2LC‐N lectin‐drug conjugate (LDC). Mol Cancer Ther 17, 183–195.2893955510.1158/1535-7163.MCT-17-0232

[8] Sulák O , Cioci G , Delia M , Lahmann M , Varrot A , Imberty A and Wimmerová M (2010) A TNF‐like trimeric lectin domain from Burkholderia cenocepacia with specificity for fucosylated human histo‐blood group antigens. Structure 18, 59–72.2015215310.1016/j.str.2009.10.021

[9] Tateno H , Toyota M , Saito S , Onuma Y , Ito Y , Hiemori K , Fukumura M , Matsushima A , Nakanishi M , Ohnuma K *et al* (2011) Glycome diagnosis of human induced pluripotent stem cells using lectin microarray. J Biol Chem 286, 20345–20353.2147122610.1074/jbc.M111.231274PMC3121447

[10] Onuma Y , Tateno H , Hirabayashi J , Ito Y and Asashima M (2013) rBC2LCN, a new probe for live cell imaging of human pluripotent stem cells. Biochem Biophys Res Commun 431, 524–529.2332131210.1016/j.bbrc.2013.01.025

[11] Breiman A , López Robles MD , de Carné Trécesson S , Echasserieau K , Bernardeau K , Drickamer K , Imberty A , Barillé‐Nion S , Altare F and Le Pendu J (2016) Carcinoma‐associated fucosylated antigens are markers of the epithelial state and can contribute to cell adhesion through CLEC17A (Prolectin). Oncotarget 7, 14064–14082.2690844210.18632/oncotarget.7476PMC4924698

[12] Mawaribuchi S , Onuma Y , Aiki Y , Kuriyama Y , Mutoh M , Fujii G and Ito Y (2019) The rBC2LCN‐positive subpopulation of PC‐3 cells exhibits cancer stem‐like properties. Biochem Biophys Res Commun 515, 176–182.3113337610.1016/j.bbrc.2019.05.108

[13] Lai TY , Chen IJ , Lin RJ , Liao GS , Yeo HL , Ho CL , Wu JC , Chang NC , Lee AC and Yu AL (2019) Fucosyltransferase 1 and 2 play pivotal roles in breast cancer cells. Cell Death Discov 5, 74.3085423310.1038/s41420-019-0145-yPMC6403244

[14] Tateno H , Matsushima A , Hiemori K , Onuma Y , Ito Y , Hasehira K , Nishimura K , Ohtaka M , Takayasu S , Nakanishi M *et al* (2013) Podocalyxin is a glycoprotein ligand of the human pluripotent stem cell‐specific probe rBC2LCN. Stem Cells Transl Med 2, 265–273.2352625210.5966/sctm.2012-0154PMC3659831

[15] Sarrió D , Rodriguez‐Pinilla SM , Hardisson D , Cano A , Moreno‐Bueno G and Palacios J (2008) Epithelial‐mesenchymal transition in breast cancer relates to the basal‐like phenotype. Cancer Res 68, 989–997.1828147210.1158/0008-5472.CAN-07-2017

[16] Miyazono K (2009) Transforming growth factor‐beta signaling in epithelial‐mesenchymal transition and progression of cancer. Proc Jpn Acad Ser B Phys Biol Sci 85, 314–323.10.2183/pjab.85.314PMC362156819838011

[17] Charafe‐Jauffret E , Ginestier C , Monville F , Finetti P , Adélaïde J , Cervera N , Fekairi S , Xerri L , Jacquemier J , Birnbaum D *et al* (2006) Gene expression profiling of breast cell lines identifies potential new basal markers. Oncogene 25, 2273–2284.1628820510.1038/sj.onc.1209254

[18] Cazet A , Julien S , Bobowski M , Burchell J and Delannoy P (2010) Tumour‐associated carbohydrate antigens in breast cancer. Breast Cancer Res 12, 204.2055072910.1186/bcr2577PMC2917018

[19] Kannagi R , Levery SB , Ishigami F , Hakomori S , Shevinsky LH , Knowles BB and Solter D (1983) New globoseries glycosphingolipids in human teratocarcinoma reactive with the monoclonal antibody directed to a developmentally regulated antigen, stage‐specific embryonic antigen 3. J Biol Chem 258, 8934–8942.6863318

[20] Chang WW , Lee CH , Lee P , Lin J , Hsu CW , Hung JT , Lin JJ , Yu JC , Shao LE , Yu J *et al* (2008) Expression of Globo H and SSEA3 in breast cancer stem cells and the involvement of fucosyl transferases 1 and 2 in Globo H synthesis. Proc Natl Acad Sci USA 105, 11667–11672.1868509310.1073/pnas.0804979105PMC2575305

[21] Chuang PK , Hsiao M , Hsu TL , Chang CF , Wu CY , Chen BR , Huang HW , Liao KS , Chen CC , Chen CL *et al* (2019) Signaling pathway of globo‐series glycosphingolipids and β1,3‐galactosyltransferase V (β3GalT5) in breast cancer. Proc Natl Acad Sci USA 116, 3518–3523.3080874510.1073/pnas.1816946116PMC6397564

[22] Dai X , Cheng H , Bai Z and Li J (2017) Breast cancer cell line classification and its relevance with breast tumor subtyping. J Cancer 8, 3131–3141.2915878510.7150/jca.18457PMC5665029

[23] Tateno H , Onuma Y and Ito Y (2014) Live‐cell imaging of human pluripotent stem cells by a novel lectin probe rBC2LCN. Methods Mol Biol 1200, 313–318.2511724510.1007/978-1-4939-1292-6_26

[24] Hashim OH , Jayapalan JJ and Lee CS (2017) Lectins: an effective tool for screening of potential cancer biomarkers. PeerJ 5, e3784.2889465010.7717/peerj.3784PMC5592079

# Supplementary material for: rBC2LCN lectin as a potential probe of early‐stage HER2‐positive breast carcinoma
**Source:** FEBS Open Bio. 2020 May 5;10(6):1056–64. doi: 10.1002/2211-5463.12852
**Supplement:** Supplementary file 1 — Fig. S1. Clustering analysis of DNA microarray data of the rBC2LCN‐positive and ‐negative human breast carcinoma cell lines. DNA microarray analysis was performed using rBC2LCN‐positive cells (MCF‐7, n = 2 and T‐47D, n = 2) and rBC2LCN‐negative cells (MDA‐MB‐157, n = 2 and MDA‐MB‐231, n = 2). The gene expression data of each averaged value were used for the clustering analysis based on a Euclidean distance measure and Ward’s linkage. Fig. S2. Representative images of histochemical staining with rBC2LCN lectin using human breast carcinoma. Histochemical staining with rBC2LCN lectin was performed using a human breast carcinoma tissue microarray. (A–C), normal/hyperplasia tissue. Hyperplasia of the breast tissue is a benign breast condition. (A, B) Most areas are not stained. (C) The ductal epithelial cell cytoplasm and cell membrane and the luminal surface are weakly stained. (D–H), invasive ductal carcinoma. Strong (D) and weak (E) signals are seen in the cytoplasm and cell membrane. (F, G) Most areas are not stained. (H) rBC2LCN‐positive and ‐negative cells are observed in the same section. (C′, D′, E′, and H′) show enlarged figures of (C, D, E, and H), respectively. The long and short scale bars indicate 200 and 20 μm, respectively. Fig. S3. rBC2LCN signal intensity of human breast carcinoma. Histochemical staining with rBC2LCN lectin was performed using human breast carcinoma tissue microarray with TNM classification, cancer grade, and AR/ER/PR/HER2 expression data. The rBC2LCN signal intensities of invasive ductal carcinoma are classified by the (A) T parameter, (B) N parameter, (C) M parameter, (D) cancer grade, (E) AR expression, (F) PR expression, (G) ER expression, and (H) HER2 expression. The rBC2LCN signal intensity was quantified using imagej software. The T parameter, T1–4, represented the size or direct extent of the primary tumor (T1, smaller; T4, larger). The N parameter, N0–3, represented the degree of spread to regional lymph nodes (N0, no metastasis

**
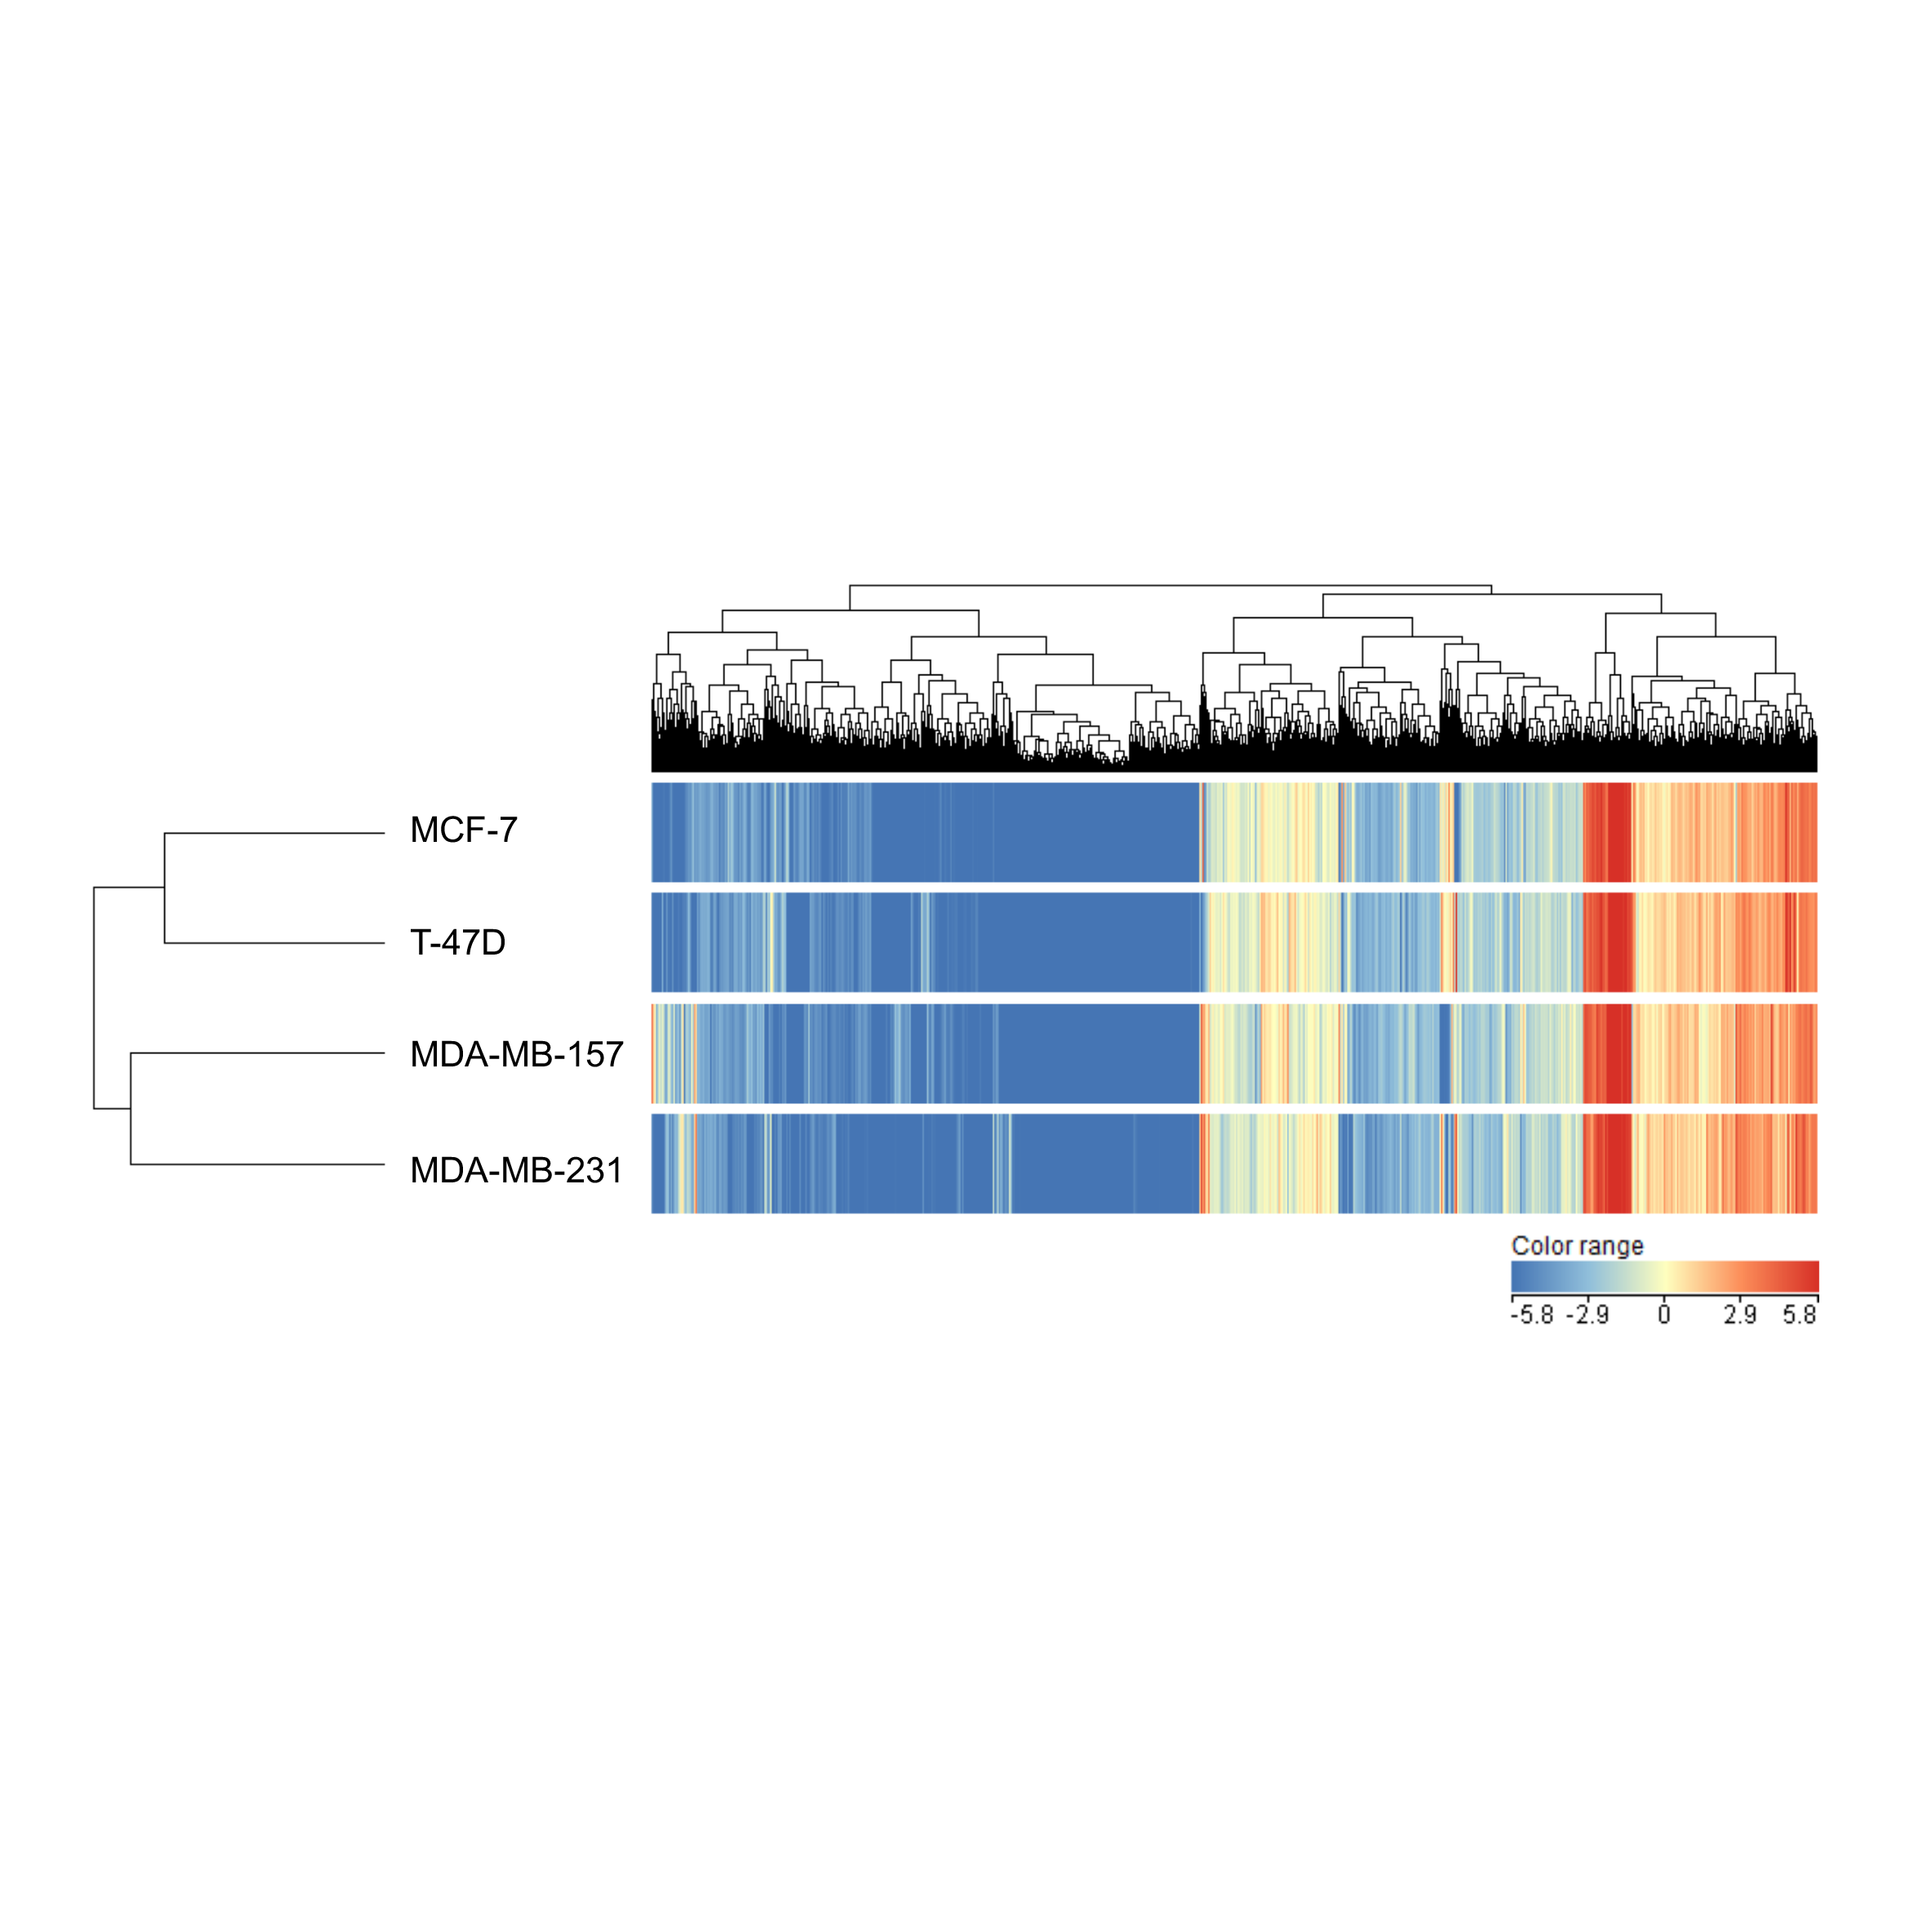
**

**Fig. S1. Clustering analysis of DNA microarray data of the rBC2LCN-positive and -negative human breast carcinoma cell lines**

DNA microarray analysis was performed using rBC2LCN-positive cells (MCF-7, n = 2 and T-47D, n = 2) and rBC2LCN-negative cells (MDA-MB-157, n = 2 and MDA-MB-231, n = 2). The gene expression data of each averaged value were used for the clustering analysis based on a Euclidean distance measure and Ward’s linkage.

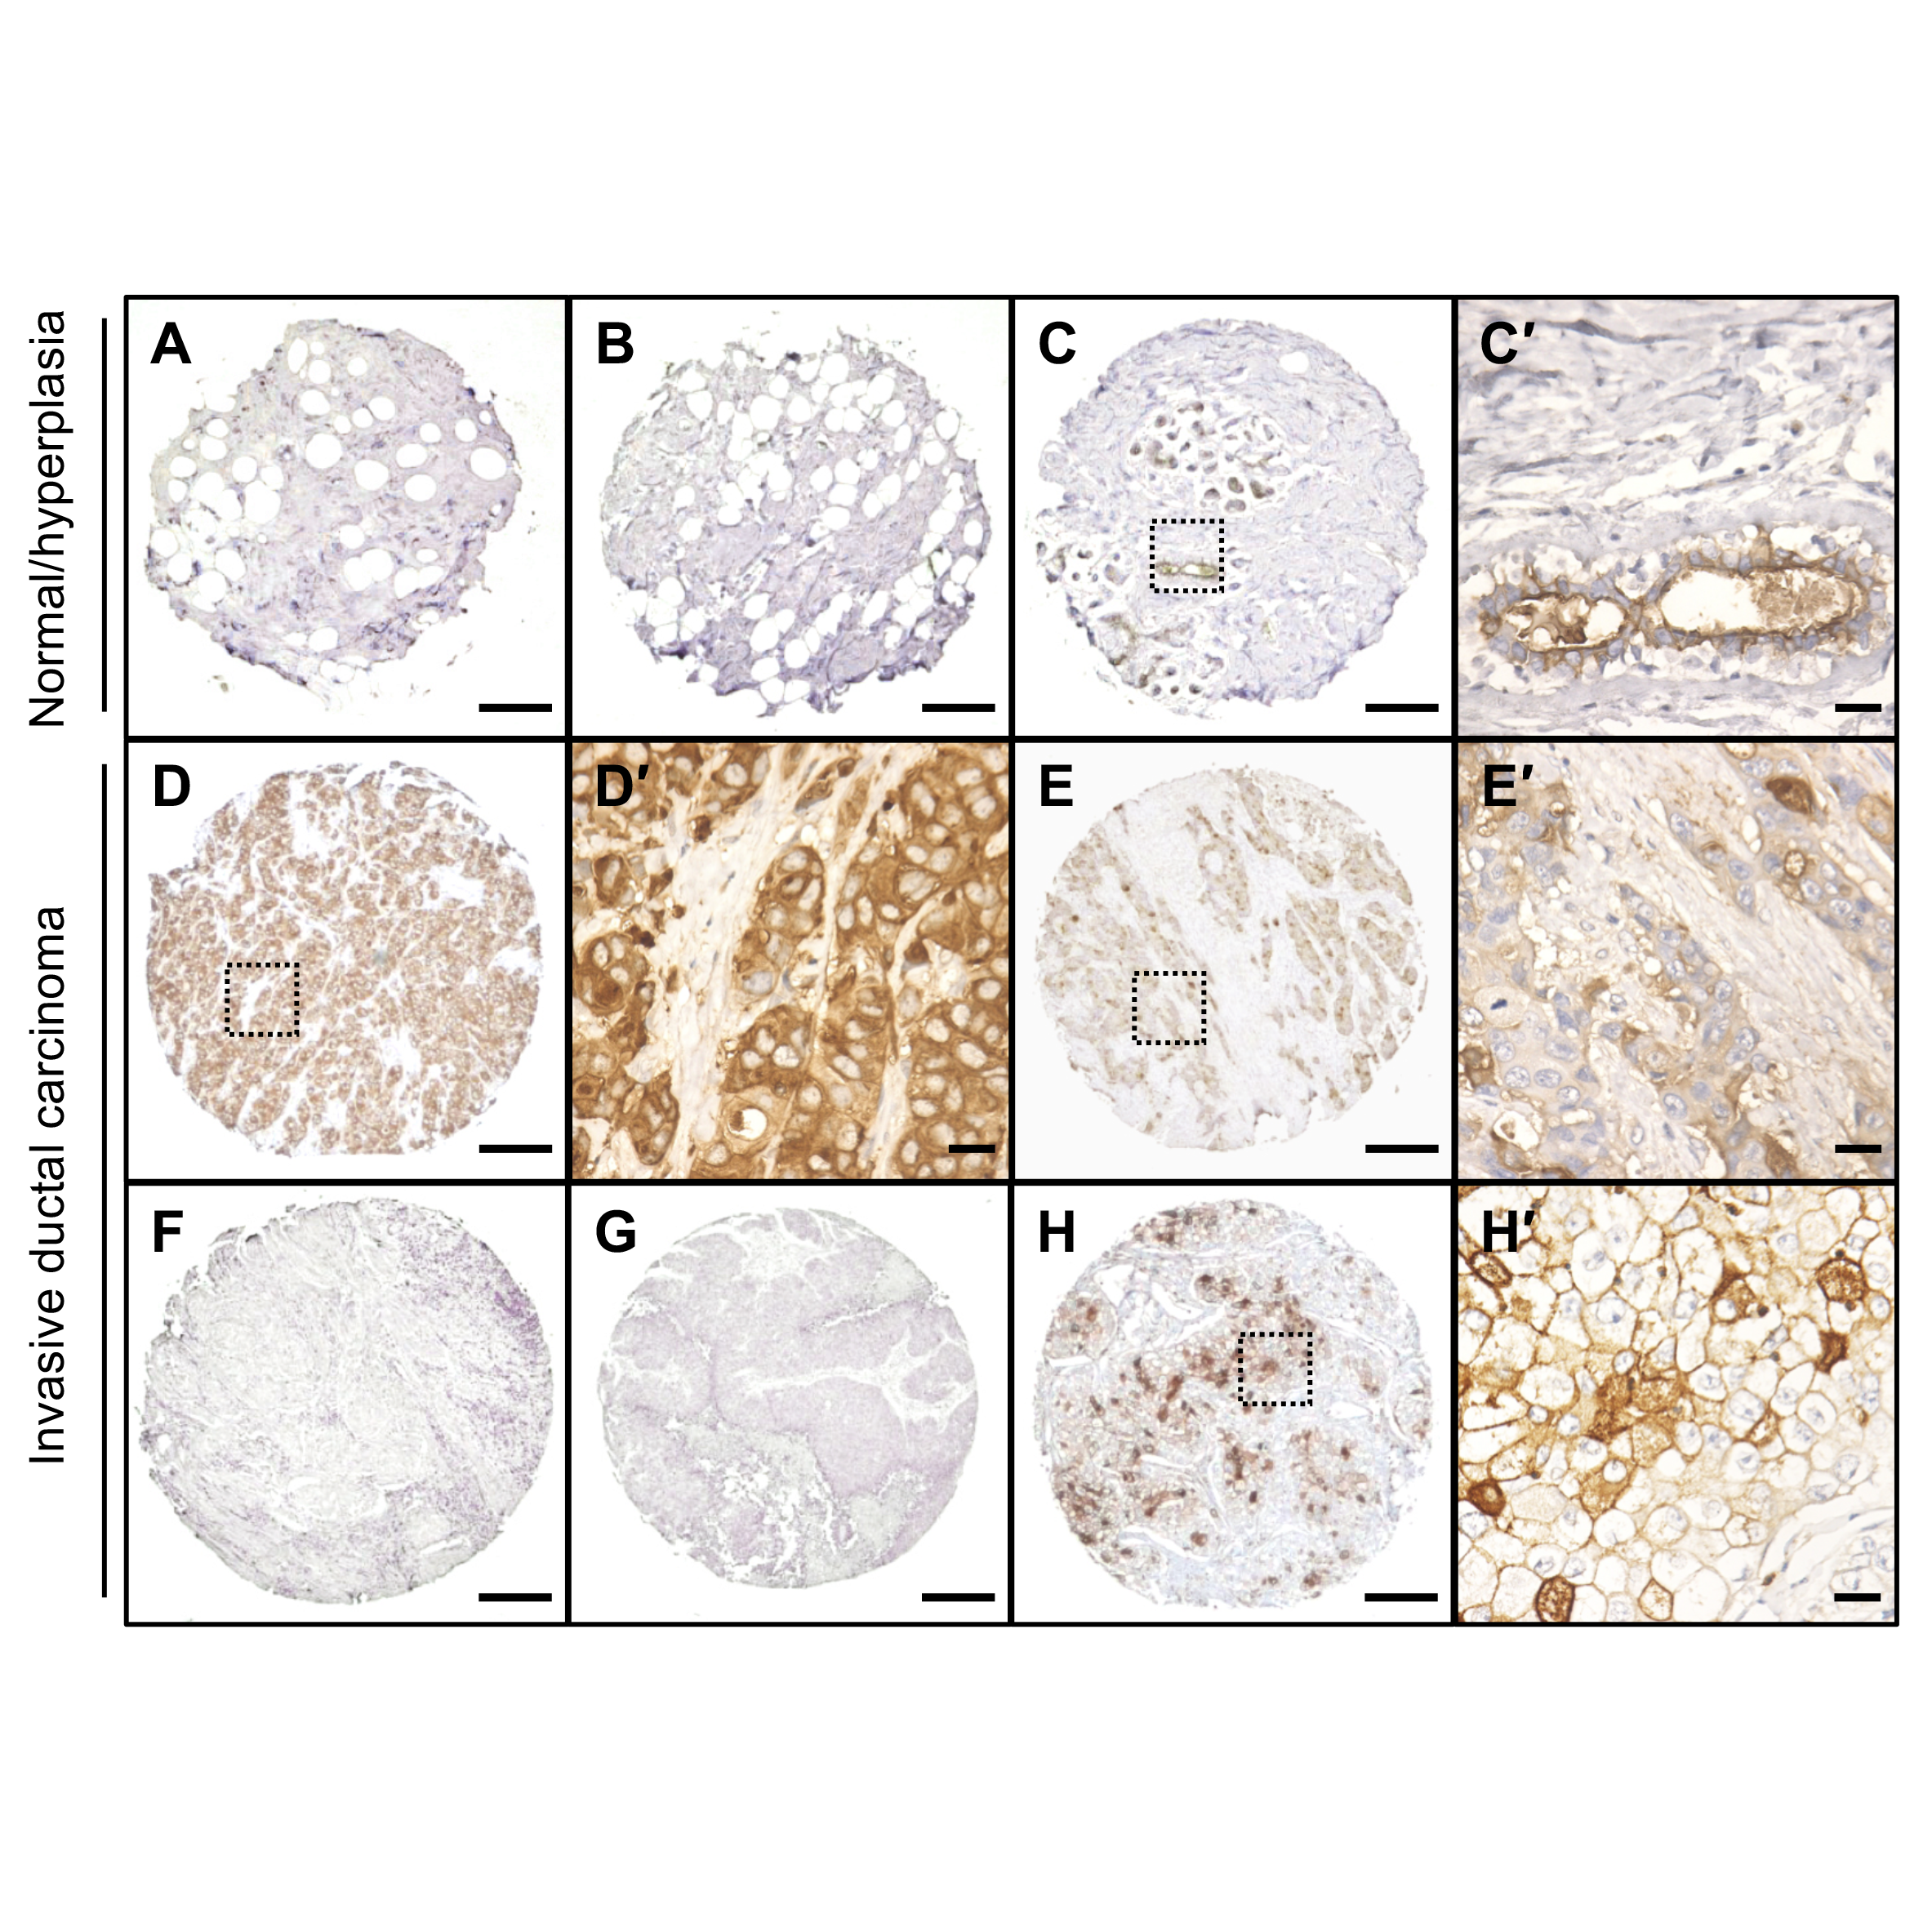

**Fig. S2. Representative images of histochemical staining with rBC2LCN lectin using human breast carcinoma**

Histochemical staining with rBC2LCN lectin was performed using a human breast carcinoma tissue microarray. (A–C), normal/hyperplasia tissue. Hyperplasia of the breast tissue is a benign breast condition. (A and B) Most areas are not stained. (C) The ductal epithelial cell cytoplasm and cell membrane and the luminal surface are weakly stained. (D–H), invasive ductal carcinoma. Strong (D) and weak (E) signals are seen in the cytoplasm and cell membrane. (F and G) Most areas are not stained. (H) rBC2LCN-positive and -negative cells are observed in the same section. (C′), (D′), (E′), and (H′) show enlarged figures of (C), (D), (E), and (H), respectively. The long and short scale bars indicate 200 μm and 20 μm, respectively.

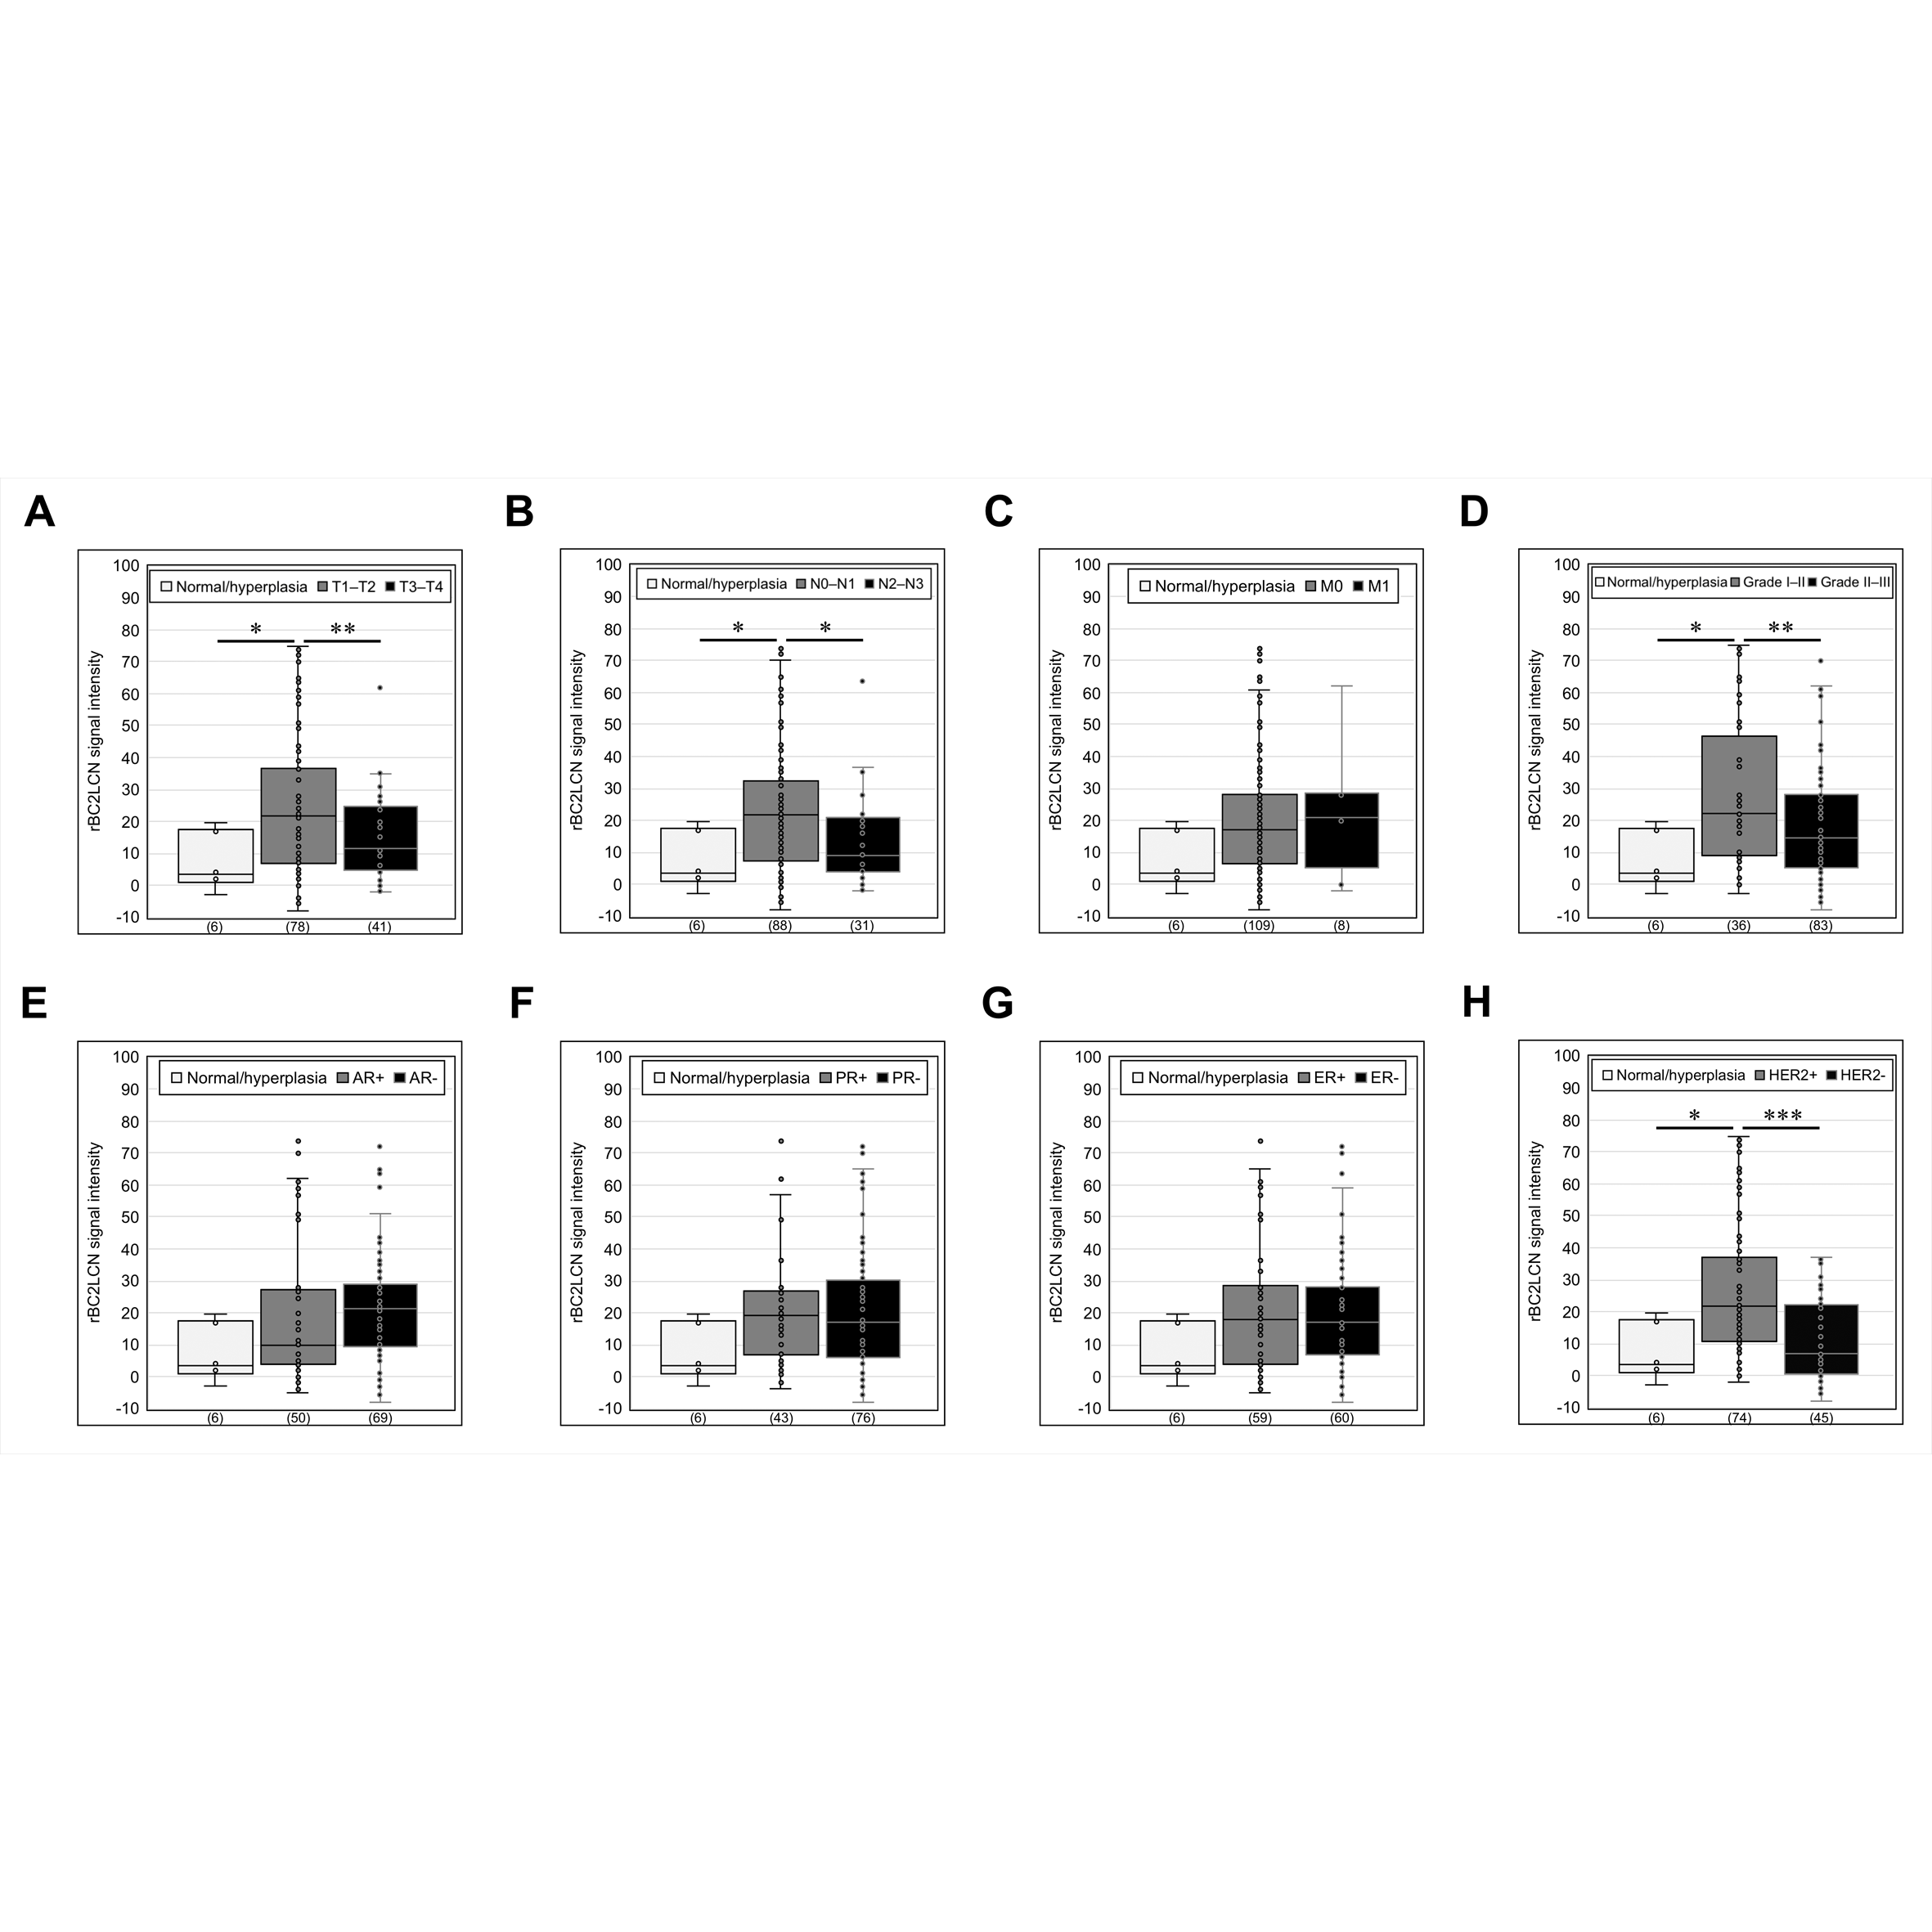

**Fig. S3. rBC2LCN signal intensity of human breast carcinoma**

Histochemical staining with rBC2LCN lectin was performed using human breast carcinoma tissue microarray with TNM classification, cancer grade, and AR/ER/PR/HER2 expression data. The rBC2LCN signal intensities of invasive ductal carcinoma are classified by the (A) T parameter, (B) N parameter, (C) M parameter, (D) cancer grade, (E) AR (androgen receptor) expression, (F) PR (progesterone receptor) expression, (G) ER (estrogen receptor) expression, and (H) HER2 (human epidermal growth factor receptor 2) expression. The rBC2LCN signal intensity was quantified using ImageJ software. The T parameter, T1–4, represented the size or direct extent of the primary tumor (T1, smaller; T4, larger). The N parameter, N0–3, represented the degree of spread to regional lymph nodes (N0, no metastasis; N3, tumor spread to more distant or numerous regional lymph nodes). The M parameter, M0–1, represented the presence of distant metastasis (M0, no metastasis; M1, metastasis to distant organs). The cancer grade, Grades I–III, was assessed based on the cell appearance on pathology examination (I, well-differentiated and slow-growing; III, poorly differentiated and fast-growing). Grades I–II represents Grade I and Grades I–II; Grades II–III represents Grade II, Grades II–III, and Grade III. One-way ANOVA (*P* ≤ 0.05), followed by Fisher’s LSD test, was performed. Significant differences in the Fisher’s LSD test are indicated by asterisks. The numbers analyzed are shown in parentheses.

^*^*P* ≤ 0.05, ^**^*P* ≤ 0.01, ^***^*P* ≤ 0.001

How the deposited data were processed for this re-analysis (not part of the article)

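Gene expression was measured in MCF-7, T-47D, MDA-MB-157 and MDA-MB-231 cells on 8 one-colour Agilent arrays, 2 per line. The authors scanned the arrays and extracted the spots with Feature Extraction 10.7.3.1, and the deposited spot files hold intensities in the unit of the scanner, with the background subtracted and trends across the array removed and no scaling between arrays. Of the 25 columns of a spot table, 13 were not used. The authors also made a value table in GeneSpring GX 14.9. The deposited value table holds log2 values, with signals under 1 set to 1 and each array centred on its 75th percentile. Its 42545 probes include the 42405 non-control probes of the spot files, and each matched probe lay within 0.01 of a single constant per array from the log2 intensity prepared here, between -0.545 and -0.736. The medians of its 8 columns were -3.32 and -3.30 for MCF-7, -3.13 and -3.13 for T-47D, -2.92 and -2.98 for MDA-MB-157 and -3.31 and -3.39 for MDA-MB-231. The 1030 lines of Table S3 that were readable equalled the group means of the value table within 5.5e-06, and they gave the hg19 positions of probes.

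From the intensities, spots that the scanner software marked as outliers were left out, signals under 1 were set to 1, the log2 was taken, the 75th percentile of the non-control spots was subtracted, and the spots of a probe were averaged (8320 probes had several spots). No array had a signal under 1. Probes were named through their RefSeq accession, which gave a symbol to 25711, and 104 more were named through Table S3. No symbol was found for 16590 probes, and 19776 genes had a name. B3GALT5, TWIST2, UBE2C, IFI27, HBA1 and LYZ were paired with no probe, and the second ERBB2 and ESR2 probes of Fig. 2C could not be matched. A probe counted as well above background on an array when more than 50% of its spots carried that call of the scanner software. The precision of the comparison between the groups rests on the number of lines, 2 per group, each with 2 arrays.

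The 42405 probes were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), 4 arrays against 4, with Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2. The 6 pairs of cell lines were compared in a fit with a mean for each line. No paired analysis was possible because the groups share no replicate number. The lines were clustered with a Euclidean distance and Ward's linkage on line means over the 42381 probes with a value on every array. Tables were prepared with data.table 1.17.8, Python 3.11.15, pandas 2.3.3 and numpy 2.4.6 and plotted with matplotlib 3.10.9.

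Before the data were examined, 24 gene lists were fixed: the rBC2LCN-related enzymes, receptors, epithelial markers and mesenchymal markers of the paper, and lists of globo-series glycan synthesis, GDP-fucose supply, other fucosyltransferases, sialyltransferases, other epithelial, luminal, basal and other mesenchymal genes, promoters of the epithelial-to-mesenchymal transition, the TGFβ pathway, the HER family and its ligands, chromosomal neighbours of ERBB2, proliferation, stem cell, interferon-induced, antigen presentation and cytokine genes, haematopoietic and endothelial markers and reference genes. These stand in for the gene ontology analysis, whose annotation was not at hand. The paper's results on these arrays were known when the lists were fixed. Each gene was read by its brightest probe. Members past the threshold were counted over all probes and adjusted over the list alone, shares were compared with 19765 genes by one-sided Fisher's exact tests (48 tests), and shifts were tested with limma's camera (preset correlation 0.01, and an estimated correlation) and fry, with adjustment over the lists.

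The text names every gene the paper names from the arrays, 2 to 4 examples per list with the largest log2 difference among members past the threshold, every member past the threshold with the opposite sign, and the 10 genes with the largest difference in each direction among those past the threshold over arrays and over line means, with no overlap between the groups and well above background on every array of the brighter group. It also names the 5 largest differences each way between MCF-7 and T-47D and between MDA-MB-157 and MDA-MB-231. Some values of Table S3 were seen before this rule was written.

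The alternatives were normexp background correction (offset 50), quantile and median scaling, the 75th percentile of probes well above background on all arrays, 2 filters on dim probes, a higher floor, the value table, line means, the cell line as a random block, the slide as a fixed or random block, T-47D against MDA-MB-157 alone, 2 variance models, leaving out each array and each line, 2 other thresholds, a single probe per gene and the mean over the probes of a gene. Normexp was set to use the mean signal of each spot, a column the spot files used here lack, so it was run on the median signal.

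The fits were tested on simulated data of 42381 probes, 200 of them changed. With independent arrays the fit over 8 arrays made 6 false calls (6.45% of its calls) and found 43 of 50 probes changed 64-fold. With arrays nested in lines that differ as the real lines do, it made 2188 false calls (94.0%), the random block made 311 (78.5%) and line means made none and found none of the changed probes. The percentages depend on the number of probes set as changed and do not carry over to the real calls.

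The flow cytometry and the tissue microarray staining were left out, since no file of them was at hand.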

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

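The tests in this part were set before their results were seen, except the shares over all 2828 lower probes and the values over all measured members of the 3 immune lists, which were added after.

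Genes outside those the paper discusses differed between the groups beyond the background share of all genes. The epithelial, luminal and mesenchymal lists were drawn up with the paper's result known, so their shares are not independent evidence. Other epithelial genes higher in the rBC2LCN-positive lines numbered 23 of 30, luminal genes higher 17 of 25 and other mesenchymal genes lower 26 of 39, and their values stand beside the marker genes of the paper. Interferon-induced genes lower in the rBC2LCN-positive lines numbered 7 of 22 (9 when adjusted over the list alone), with 1 higher. IFIT3 and IFIT2, which bind viral RNA, had log2 differences of -5.66 (SE 0.37, adjusted p = 7.3e-05, limma, 4 arrays against 4) and -4.25 (SE 0.41, adjusted p = 4.7e-04). RSAD2, an antiviral enzyme, was at least 19.5-fold lower (adjusted p = 9.3e-05), XAF1 had a difference of -6.43 (SE 0.58, adjusted p = 3.5e-04, well above background on 1 of 4 rBC2LCN-positive arrays, and -5.73 with signals raised to the lowest one well above background), and OAS3 rose by 2.01 (SE 0.26, adjusted p = 0.0021).

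Antigen presentation genes lower in the rBC2LCN-positive lines numbered 6 of 16 (9 when adjusted over the list alone), with 0 higher (limma, and 0 at an unadjusted p under 0.05). CIITA, the activator of HLA class II genes, was at least 11.6-fold lower (adjusted p = 0.0083), the peptide transporter TAP2 had a difference of -3.85 (SE 0.47, adjusted p = 0.0015), the immunoproteasome subunit PSMB9 of -3.30 (SE 0.67, adjusted p = 0.015) and HLA-F of -2.76 (SE 0.55, adjusted p = 0.013). Cytokine genes lower numbered 7 of 15 (7 when adjusted over the list alone), with 1 higher. IL11 had a difference of -6.18 (SE 0.94, adjusted p = 0.0043), IL6 was at least 43.1-fold lower (adjusted p = 0.010), CSF2 was lower (adjusted p = 0.031, well above background on 3 of the 4 rBC2LCN-negative arrays and on no other), CXCL2 had a difference of -5.46 (SE 0.31, adjusted p = 4.2e-05), and the chemokine CXCL12 rose by 5.96 (SE 1.63, adjusted p = 0.048, and 4.92 with signals raised in the same way). The shifts passed in camera with an estimated correlation for the interferon (adjusted p = 0.0371) and cytokine lists (adjusted p = 0.0178) and were lost for antigen presentation (adjusted p = 0.185 with an estimated correlation). With the cell line as a random block 5 interferon, 1 antigen presentation and 5 cytokine genes passed, and OAS3, RSAD2, CIITA, HLA-F, PSMB9, CSF2 and CXCL12 were lost, CSF2 and CXCL12 also with single arrays left out. On line means limma called 0 in each of the 3 lists (7, 7 and 8 at an unadjusted p under 0.05). The cytokine list shares 2 genes with the list of the epithelial-to-mesenchymal transition.

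Over these 3 lists 20 genes were lower and 2 higher in the rBC2LCN-positive lines. A difference between slides was tested on the slide shared by T-47D and MDA-MB-157, where the median of their fitted log2 differences was -3.26 (quartiles -4.95 and -2.57, and a median of -3.17 with 7 genes that were not well above background in T-47D at their bound). All 2828 lower probes (100%) were lower in T-47D than in MDA-MB-157 there, so the choice of genes fixed the sign. Over all 53 measured members of the 3 lists, past the threshold between the groups or not, the median there was -1.69 (quartiles -3.26 and 0.02), and 35 were lower and 6 higher in T-47D past the threshold. A difference between slides cannot arise within a slide, so it does not account for the differences of T-47D from MDA-MB-157. The 3 lists were flagged for their share of lower genes, and each such call went with a lower value in T-47D. The median over all members was thus favoured by the choice of lists and is no independent evidence against a difference between slides. A part of the slides in the values of MCF-7 and MDA-MB-231, each alone on its slide, was not tested. Expression in MDA-MB-231 alone was tested as well, and 95% of the genes (19 of 20, all but CSF2) were well above background on both MDA-MB-157 arrays and lower in T-47D past the threshold, against 76.7% of all lower probes. That they were lower in T-47D follows from the choice of genes. Their detection in MDA-MB-157 was favoured by that choice too, since a call needs the 2 lines of a group to be alike. Of all lower probes 83.5% shared it. These 19 genes had signal in MDA-MB-157, so they were not expressed in MDA-MB-231 alone. For genes outside the choice nothing follows. A biological difference between the groups stays open, and with 2 lines per group it was not tested apart from other differences between the lines.

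TWIST1 (probe A_23_P71073) was read at -8.26 on a single T-47D array, below the other 3 rBC2LCN-positive arrays, whose mean was -6.35, with a gap of 0.844 of the range. None of the 4 arrays was well above background for this probe. This was 1 of 124 groups of 4 arrays tested, and chance marks about 1 in 20 groups.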

How the results depend on the processing

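Normexp on the median spot signal and the value table with line means were added after the data were seen, and all other alternatives were set before.

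Signal over background and the number of lines limit these results. On the slide of MDA-MB-231 fewer probes were well above background, and with 2 lines per group few probes can pass on line means. The first split of the lines was the same in all 8 other clusterings, with 1.16 to 1.34 for the ratio of distances. Over 28 alternatives FUT1 ran from 2.63 to 4.58 on the log2 scale, and over 27 AR ran from 5.41 to 8.66. With a single array left out, the count of higher probes ran from 1827 to 2172 and that of lower probes from 2014 to 2764. Of 208 probes of named genes, 196 kept direction and side of the threshold with quantile scaling, 186 with normexp and 207 with the value table, and of 188, 114 did so with the cell line as a random block and 35 on line means. The median log2 difference of all probes was -0.11 with the 75th percentile, 0.09 with normexp, 0.03 with quantile scaling, -0.04 with median scaling, -0.20 with the 75th percentile of probes well above background on all arrays and -0.34 with the higher floor.

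With normexp 1811 probes were higher and 1588 lower, and with quantile scaling 2662 and 2204. Which direction held more probes thus depended on the processing. With normexp the pairs of lines differed by 5445 (MCF-7 and T-47D), 8442 (MCF-7 and MDA-MB-157), 8198 (MCF-7 and MDA-MB-231), 8279 (T-47D and MDA-MB-157), 7923 (T-47D and MDA-MB-231) and 7843 probes (MDA-MB-157 and MDA-MB-231). DSC3 (A_33_P3266898) turned to 0.020 and B3GALT1 (A_23_P108564) to 0.029, neither well above background on any array. The cause was not tested.

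With probes well above background on all 8 arrays, fewer probes were tested: 1657 were higher and 1434 lower, 5 epithelial markers were higher, 1 mesenchymal marker and 10 genes of the epithelial-to-mesenchymal transition were lower, and the pairs of lines, in the same order, differed by 4826, 6695, 6889, 6680, 6635 and 6210 probes.

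On line means, with fewer samples, 11 probes were higher and 16 lower (1563 and 2210 at an unadjusted p under 0.05 in limma). FUT1 at 3.60 (adjusted p = 0.286), AR at 8.04 (0.0581), ESR1 A_24_P383478 at 2.58 (0.237), ERBB2 at 1.51 (0.555) and PGR at 6.80 (0.215) did not pass, while ESR1 A_23_P309739 did (0.0490). The paper's epithelial markers higher numbered 1, its mesenchymal markers lower 1, and genes of the transition and of the TGFβ pathway lower 0 and 0 (17 and 11 unadjusted). With the value table and line means together, limma called 0 higher and 0 lower probes (1575 and 2237 unadjusted), FUT1 was at 3.61 (0.328), AR at 8.05 (0.0640), ESR1 at 2.58 (0.241), ERBB2 at 1.51 (0.539) and PGR at 6.81 (0.234), and all 4 lists had 0 genes called (8, 6, 16 and 10 unadjusted, in the same order). Over all alternatives the adjusted p ran from 1.4e-06 to 0.328 for FUT1, 1.7e-07 to 0.0640 for AR, 1.3e-05 to 0.241 for ESR1, 7.7e-06 to 0.555 for ERBB2, 2.2e-06 to 0.234 for PGR and 8.7e-06 to 0.855 for FUT2. The low ends came from limma with the slide as a block, fixed for FUT2 and random for the others. Their fitted values equalled or lay near those of T-47D against MDA-MB-157, so they are no evidence for the 4 lines together.

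With the cell line as a random block (correlation 0.910) 508 probes were higher and 649 lower, ESR1 (A_24_P383478, not its other 2 probes) at 2.58 (0.0808) and ERBB2 at 1.51 (0.0850) did not pass, 5 epithelial markers were higher, and 10 genes of the transition and 4 of the TGFβ pathway were lower. The log2 differences did not change. Fewer calls passed by construction, since the 2 arrays of a line no longer counted as independent.

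With the slide as a fixed block 5518 probes were higher and 7484 lower, as a random block 5507 and 7414, and with T-47D and MDA-MB-157 alone 5527 and 7549. FUT2 then passed, with fitted values of 6.11, 5.82 and 6.11. It was well above background on both T-47D arrays and on neither MDA-MB-157 array. The direction thus stands for these lines, and the fitted values are no measured size, since they are set against background. The paper's epithelial markers higher numbered 11, 10 and 11, and its mesenchymal markers lower 9, 9 and 9. The genes of the transition that were lower numbered 25, 27 and 25, and those of the TGFβ pathway 28, 27 and 28. The fixed block and the fit on these 2 lines compare single lines by construction. The cause was not tested for the random block.

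Without the arrays of MCF-7, FUT1 was at 3.03 (0.0524) and FUT2 passed (0.0030), with a fitted 5.47 that is likewise set against background. Without those of MDA-MB-157, 5108 probes were higher and 8162 lower, and without those of MDA-MB-231, 5080 were lower and 18 genes of the TGFβ pathway were lower. The cause was not tested. At an adjusted p of at most 0.01, 1232 probes were higher and 1392 lower, a stricter threshold by construction, and with a single probe per gene 1574 were higher and 1602 lower, with fewer probes tested.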

Differences from the paper's values

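None of the comparisons in this part was chosen after its result was seen. No value set beside a value of the paper differed from it by the measure set beforehand, and all 15 measured values matched within a factor of 1.5. For 3 genes only a lower bound was at hand, which does not test the match.

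At the thresholds of the paper, 2431 probes were higher and 2828 lower in the rBC2LCN-positive lines, against 2467 and 2857 as the paper's values. The authors' value table, an alternative set before the data were examined, gave 2467 and 2857 in the same limma test. These are counts of probes, while the paper's text calls them genes.

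The fold changes printed in Fig. 2 for FUT1, AR, CLDN3, CLDN7, CRB3, EPCAM, DSG2, SDC1, SDC4, CDH11, SNAI2, VIM and SNAI1 matched within a factor of 1.5. The folds of AR, CRB3, CDH11 and SNAI2 rest in part on arrays without signal over background, and they differed from Fig. 2 with normexp (42.6-fold for AR and 27.1-fold for CRB3), as did AR with the higher floor (119-fold). For CDH1 and TJP3 only lower bounds are given here, of at least 985-fold and at least 53.9-fold. FUT2, for which Fig. 2B shows a fold of about 5.2 (read by eye), was well above background in T-47D only, so its fold was not tested.

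The paper places DSC3 among the mesenchymal genes with high expression in the rBC2LCN-negative lines. The probe A_33_P3266898 passed the test in that direction (adjusted p = 0.0086, limma), and neither DSC3 probe was well above background on any array. The other 5 genes of that statement, CDH11, SNAI2, VIM, ZEB1 and ZEB2, were lower in the rBC2LCN-positive lines and well above background on all 4 rBC2LCN-negative arrays. B3GALT5 and TWIST2 were not compared, since no probe was paired with them.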

Other observations

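The tests in this part were set before their results were seen, except the count of splits by whole lines, which was made after.

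Genes that supply GDP-fucose, the donor used by FUT1, were in part higher in the rBC2LCN-positive lines. Of 8 genes of GDP-fucose supply, 3 rose, none fell and 5 did not pass (3 higher when adjusted over the list alone). The fucose kinase FCSK rose by 2.46 on the log2 scale (SE 0.24, adjusted p = 5.5e-04, limma, 4 arrays against 4), FPGT, which makes GDP-fucose, by 1.68 (SE 0.28, adjusted p = 0.0068) and the GDP-fucose transporter SLC35C1 by 1.13 (SE 0.26, adjusted p = 0.023), and the shift of the list was lost in camera (adjusted p = 0.0814 with an estimated correlation). Of 14 other genes of globo-series glycan synthesis, 1 rose, 3 fell and 10 did not pass (4 higher and 4 lower when adjusted over the list alone). B3GALT4, a ganglioside galactosyltransferase, rose by 5.60 (SE 1.37, adjusted p = 0.031), B3GNT5, which starts lacto-series glycans, had a difference of -6.25 (SE 1.22, adjusted p = 0.012, and -5.13 with signals raised to the lowest one well above background) and the lactosylceramide synthase B4GALT5 of -1.80 (SE 0.20, adjusted p = 9.1e-04), and B3GALT1 was not well above background on any array. Of 11 other fucosyltransferases, FUT3 alone rose, at least 1.84-fold (adjusted p = 0.0020, and 1 when adjusted over the list alone), and 10 did not pass. Of 12 sialyltransferases, 2 rose, 2 fell and 8 did not pass (3 higher and 4 lower when adjusted over the list alone). ST3GAL6 and ST3GAL3 had differences of -5.38 (SE 0.86, adjusted p = 0.0054, and -4.38 with signals raised in the same way) and -2.31 (SE 0.29, adjusted p = 0.0018), and ST6GALNAC2 and ST3GAL4 rose by 1.90 (SE 0.41, adjusted p = 0.020) and 1.12 (SE 0.24, adjusted p = 0.018). With the cell line as a random block 1 gene of GDP-fucose supply, 1 of globo-series synthesis, 2 sialyltransferases and, in limma, 0 other fucosyltransferases passed (1 at an unadjusted p under 0.05), and FPGT, SLC35C1, B3GALT4, B4GALT5, ST6GALNAC2 and ST3GAL4 were among those lost. On line means limma called 0 in each of these 4 lists (2, 3, 3 and 1 at an unadjusted p under 0.05), so the call of FUT3 was lost in both fits, and it was also lost with signals raised to the lowest one well above background.

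Of 11 genes of the HER family and its ligands besides ERBB2, 2 rose, 1 fell and 8 did not pass (2 higher and 3 lower when adjusted over the list alone), and the median and mean of the list were below 0 while the direction in camera was up. ERBB4 was at least 36.0-fold higher (adjusted p = 6.9e-05), ERBB3 rose by 3.17 (SE 0.24, adjusted p = 1.5e-04) and the ligand HBEGF had a difference of -3.86 (SE 0.70, adjusted p = 0.0093). Of 12 neighbours of ERBB2 on its chromosome, GRB7 rose by 2.31 (SE 0.35, adjusted p = 0.0040), TCAP (-1.07, adjusted p = 0.018) and IKZF3 (well above background on 2 rBC2LCN-negative arrays) fell, and 9 did not pass (1 higher and 2 lower when adjusted over the list alone). Of 19 proliferation genes, MCM2 rose by 1.08, TYMS had a difference of -1.44, and 17 did not pass (1 and 1 when adjusted over the list alone). Of 14 stem cell genes, CD24 rose by 5.35 (SE 0.77) and SOX2 by 5.27 (SE 0.98, and 4.29 with signals raised to the lowest one well above background), CD44 had a difference of -3.83 (SE 0.57), and 11 did not pass (2 higher and 3 lower when adjusted over the list alone), with a median and a mean of opposite sign. The haematopoietic markers CSF1R (-7.02, SE 0.57) and CD68 (-5.74, SE 0.55) were lower in the rBC2LCN-positive lines among 9 genes (2 when adjusted over the list alone), and the endothelial markers KDR (at least 5.68-fold) and PECAM1 (at least 3.93-fold) among 7 (2 when adjusted over the list alone). Of 13 reference genes SDHA alone rose, by 1.19 (1 when adjusted over the list alone). With the cell line as a random block 1 gene of the HER family, 1 neighbour of ERBB2, 3 stem cell genes, 2 haematopoietic markers and 1 endothelial marker passed, ERBB4, HBEGF, TCAP, IKZF3 and PECAM1 were lost, and limma called 0 proliferation and 0 reference genes (4 and 1 at an unadjusted p under 0.05). On line means limma called 0 in each of these 7 lists (3, 1, 3, 2, 2, 0 and 0 at an unadjusted p under 0.05, in the same order).

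The lines of a group also differed strongly from each other. T-47D exceeded MCF-7 in PIP, a secreted prolactin-induced protein (at least 9730-fold), the superoxide dismutase SOD3 (at least 6557-fold), GNG11 (at least 2494-fold), the iron exporter SLC40A1 (at least 829-fold) and SERPINA6 (log2 difference of MCF-7 minus T-47D -11.03, SE 0.18). The bound of PIP was taken against its own signal in MCF-7, which was not well above background, so it is not comparable with that of SOD3. MCF-7 exceeded T-47D in CYBA (at least 2054-fold), the amino acid transporter SLC7A2 (at least 1986-fold), LINC00052 (at least 1218-fold), LXN (at least 868-fold) and FNDC10 (at least 598-fold). MDA-MB-157 exceeded MDA-MB-231 in the matrix protein SPARC (at least 2366-fold), the receptor NOTCH3 (at least 1937-fold), the cancer-testis antigen CTAG1A (at least 1177-fold), CBS (at least 878-fold) and SULF2 (at least 632-fold). MDA-MB-231 exceeded MDA-MB-157 in B2M, the light chain of HLA class I (at least 2461-fold), MGST1 (at least 1567-fold), the adherens junction protein CTNNA1 (at least 1165-fold), TACSTD2 (at least 719-fold) and the keratin KRT19 (log2 difference of MDA-MB-157 minus MDA-MB-231 -11.21, SE 0.09). Between MCF-7 and T-47D 4557 probes were higher in MCF-7 and 4926 in T-47D, and between MDA-MB-157 and MDA-MB-231 8795 were higher in MDA-MB-157 and 8584 in MDA-MB-231 (limma).

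The 8 arrays can be split into 4 and 4 in 35 ways, of which 1 split, the real one, gave a result as large. The 32 splits that put the 2 arrays of a line in opposite groups called 0 probes in limma, so only the 3 splits that keep every line together can give a result, and these are too few for a share under 0.05. The real split called 5259 probes against 1143 in the highest other split, 2431 higher and 2828 lower against 696, 8 epithelial markers against 0, 6 mesenchymal markers against 1, 19 genes of the epithelial-to-mesenchymal transition against 3 and 14 genes of the TGFβ pathway against 2. In the other splits the difference between the rBC2LCN groups adds to the spread within groups and lowers the counts. All 4 lists were drawn up with the real groups known, so their counts are not independent evidence.

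The highest other splits were the other ways to pair the 4 lines, with 1143 probes for MCF-7 and MDA-MB-157 against the rest and 1078 for MCF-7 and MDA-MB-231. Whether differences between any pairs of lines account for the count was tested by the larger of these as a percent of the real count, which was 21.7%. This lies between the bounds set for the test, so the share of the count that any pair of lines would give cannot be told apart from that of the rBC2LCN groups. The percent may also be too low, since the other pairings carry the difference between the rBC2LCN groups in their spread. Pairs of lines that share no lectin binding may therefore account for part of the calls.

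All 285 probes that passed the threshold and were not well above background on any array were lower in the rBC2LCN-positive lines. A higher signal floor on the slide of MDA-MB-231 and a lower expression of their genes were tested on the slide of T-47D and MDA-MB-157, where the median log2 difference was -1.24 and 100% of the probes were lower in T-47D. Over the same 285 probes the median difference of MDA-MB-231 from MDA-MB-157 was -0.05, where the floor explanation called for a positive value. These probes were chosen for being lower and lie near the floor, and a call needs the 2 lines of a group to be alike, so the bounds set beforehand exclude nothing. Over all 7531 probes not well above background on any array the difference of T-47D from MDA-MB-157 was 0.16 and that of MDA-MB-231 from MDA-MB-157 was 1.18. MCF-7 and T-47D differed from MDA-MB-231 by -1.30 and -1.06 there. Among undetected probes this floor thus favoured calls in the lower direction, whichever probes were called. The 2 explanations cannot be told apart for these 285 probes, which lack signal over background.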
